# The Oligostilbene Gnetin H Is a Novel Glycolysis Inhibitor That Regulates Thioredoxin Interacting Protein Expression and Synergizes with OXPHOS Inhibitor in Cancer Cells

**DOI:** 10.3390/ijms24097741

**Published:** 2023-04-23

**Authors:** Shivendra Singh, Flavia De Carlo, Mohamed A. Ibrahim, Patrice Penfornis, Alan J. Mouton, Siddharth K. Tripathi, Ameeta K. Agarwal, Linda Eastham, David S. Pasco, Premalatha Balachandran, Pier Paolo Claudio

**Keywords:** glycolysis, gnetin H, natural products, oligostilbene, Warburg effect

## Abstract

Since aerobic glycolysis was first observed in tumors almost a century ago by Otto Warburg, the field of cancer cell metabolism has sparked the interest of scientists around the world as it might offer new avenues of treatment for malignant cells. Our current study claims the discovery of gnetin H (GH) as a novel glycolysis inhibitor that can decrease metabolic activity and lactic acid synthesis and displays a strong cytostatic effect in melanoma and glioblastoma cells. Compared to most of the other glycolysis inhibitors used in combination with the complex-1 mitochondrial inhibitor phenformin (Phen), GH more potently inhibited cell growth. RNA-Seq with the T98G glioblastoma cell line treated with GH showed more than an 80-fold reduction in thioredoxin interacting protein (TXNIP) expression, indicating that GH has a direct effect on regulating a key gene involved in the homeostasis of cellular glucose. GH in combination with phenformin also substantially enhances the levels of p-AMPK, a marker of metabolic catastrophe. These findings suggest that the concurrent use of the glycolytic inhibitor GH with a complex-1 mitochondrial inhibitor could be used as a powerful tool for inducing metabolic catastrophe in cancer cells and reducing their growth.

## 1. Introduction

Cancer is one of the leading causes of death in humans, and its related morbidity and mortality constitute a significant health problem worldwide. Cytotoxic chemotherapy is still the main approach used in clinics, despite the tremendous efforts made to find novel treatments. Patients treated with chemotherapy often suffer from many side effects, such as hematological toxicity, cardiotoxicity, hepatotoxicity, and renal toxicity [1,2,3,4], and for these reasons, there is a great need to develop novel anticancer agents.

Natural products have been one of the most important and fundamental sources in drug discovery and development [5]. For decades, humans have relied on natural products for the prevention and cure of several diseases, and particularly in the case of anticancer drugs, more than 50% were discovered from natural products [6]. Additionally, several studies have demonstrated the potential of natural products in reducing cancer chemotherapy-associated side effects and/or increasing the therapeutic index of chemotherapeutic agents [7].

In an effort to discover novel anticancer therapeutics, more than 900 pure natural compounds isolated at the National Center for Natural Product Research of the University of Mississippi repository were screened through a battery of cancer-related signaling pathway assays to identify compounds exhibiting unique patterns of anticancer activities [8,9]. Among the compounds screened, we identified a new, unique activity/mechanism for gnetin H (GH), a resveratrol trimer, and an electrophilic compound that has been previously described by different research groups to inhibit the growth of several cancer cell lines [10,11,12,13,14,15]. This generated the rationale to investigate further the antineoplastic properties and mechanism of action of this compound and its synergistic action with complex-1 inhibitors.

The continuous evolution of cell biology research has increased our understanding of cancer as a complex disease. However, a number of common traits that support tumor formation, growth, and metastasis have been described by Hanahan and Weinberg in 2000 [16], often referred to as hallmarks of cancer. Particularly, it has become evident that tumor initiation and progression strongly rely on the reprogramming of cell metabolism, mainly to support increased needs for ATP generation and macromolecules biosynthesis, as well as to maintain tight control of redox balance. They suggested that most cancers, during their progression, acquire specific functional capabilities that provide growth and survival advantages to cancer cells and enable metastatic dissemination. Over the last two decades, reprogramming of energy metabolism to support neoplastic proliferation has been proposed as an emerging hallmark of cancer [17]. Metabolic changes associated with cancer have been described in detail by Pavlova and Thompson [18]. Enhanced glucose uptake, aerobic glycolysis, and lactate fermentation have been revealed as key features of many cancers [19]. Unlike normal differentiated cells that derive ATP from oxidative phosphorylation (OXPHOS), it has been well documented that most rapidly developing tumors depend primarily on glycolysis even when oxygen is available. This phenomenon is referred to as the “Warburg effect”, and it was originally hypothesized that dysfunctional mitochondria were the cause of such a metabolic phenotype [20,21]. It has been reported that cancer cells, driven by oncogenic mutations, heavily rely on glycolysis and the pentose phosphate pathway (PPP) for their high demand of energy, biosynthetic intermediates, and reducing equivalents, such as NAPDH [21,22,23]. These oncogenic mutations alter multiple cellular signaling pathways, including but not limited to PI3K, hypoxia-inducible factor (HIF), p53, MYC, and AMP-activated kinase (AMPK)-liver kinase B1 (LKB1) [19].

Even though cancer cells rely mainly on glycolysis, they are able to adapt their metabolism to changes based on the availability of nutrients in their surrounding microenvironment. Upon treatment with agents that inhibit various steps of the glycolysis pathway, cancer cells will adjust by enhancing the use of OXPHOS to meet their energy needs by increasing the influx of glutamine and glutamate in the tricarboxylic acid (TCA) cycle, and concurrently their proliferation will decrease [24]. Over the past few decades, the discovery of anticancer therapeutics has focused on several pathways, including those related to the Warburg effect [25,26,27,28,29,30]. Investigators have exploited this adaptation by identifying compounds that inhibit glycolysis in combination with agents that target OXPHOS, such as the mitochondrial complex-I inhibitors metformin, an antitype 2 diabetes drug, and phenformin. For instance, the disruption of ATP-generating pathways using complex-I inhibitors together with lactate dehydrogenase (LDH) inhibitors has been shown to be synergistically lethal in vitro and in vivo in melanoma, breast cancer, and lung cancer [31,32,33]. Other combinations tested that were able to induce synthetic apoptosis include metformin plus the hexokinase inhibitor 2-deoxyglucose (2DG) [34] or metformin plus the dehydrogenase kinase (PDK) inhibitor dichloroacetate (DCA) [35,36].

In the present in vitro study, we observed that the oligostilbene gnetin H (GH), purified in our laboratory from *Paeonia suffruticosa* seeds, displayed the characteristics of a novel glycolysis inhibitor. We also investigated its mechanism of action and the synergetic potential of using it in combination with the OXPHOS inhibitor phenformin as a possible antineoplastic therapeutic intervention.

## 2. Results

### 2.1. Extraction, Preparation, and Purification of GH from Seeds of Paeonia suffruticosa

The peony (*Paeonia suffruticosa*) seed extract (PSE) was prepared at the National Center for National Product Research/School of Pharmacy of the University of Mississippi via 70% EtOH extraction, and fractions were detected and analyzed by LC-MS. Pure GH was prepared by LC prep/semiprep columns, and identity/purity was reconfirmed by LC/MS and NMR. Figure 1 shows the LC-MS analysis of the *P. suffruticosa* seed extract fractions (Figure 1A), their relative percentage (Figure 1B), and their chemical structures (Figure 1C). The PSE extract was found to contain 19% of GH, indicated as analyte #5 in Figure 1A,B.

### 2.2. Gnetin H Inhibits Cell Proliferation, Cell Metabolism, and Acidification of the Cell Culture Medium

T98G human glioblastoma cells were treated with incremental concentrations (4–20 µM) of the different PSE fractions, paeoniflorin (Figure 2A), suffructicosol A (Figure 2B), and B (Figure 2C), ε-viniferin (Figure 2D), and GH (Figure 2E), and incubated with the samples for a time period of 3 days. Proliferation of the cells was measured using the water-soluble tetrazolium salt, WST-8, which produces a water-soluble formazan dye upon reduction in the presence of an electron mediator. The amount of formazan generated by dehydrogenases is directly proportional to the number of living cells over a period of time. Suffructicosols A and B and GH induced a time-dependent reduction in cell proliferation between the concentrations of 4 and 20 µM when compared to the control samples (Figure 2B,C,E). Paeniflorin and ε-viniferin did not reduce cell proliferation at the concentrations tested (maximum of 20 µM) (Figure 2A,D).

We also observed that GH inhibited media acidification, and the effect was more distinct and visible after 3 days at higher and sublethal concentrations (e.g., 8 µM), suggesting a modulation of cell metabolism and inhibition of glycolysis (Figure 2F). Inhibition of glycolysis may result in decreased extracellular acidification, causing a reduction in cell proliferation and tumor growth [37,38,39,40]. For this reason, a protease activity assay, which is independent of cell metabolism, was also used to investigate cell viability upon treatment with GH. We observed that GH induced a time- and concentration-dependent inhibition of cell metabolism (Figure 2E, WST-8 assay) that corresponded to a delay in cell proliferation and a cytostatic effect at the highest concentrations between 4 and 20 µM (Figure 2G, protease activity assay).

### 2.3. Gnetin H Inhibits Cell Viability of Human Glioblastoma and Murine Melanoma

The growth-suppressive properties of gnetin H on human lung cancer, breast cancer, promyelocytic leukemia cells, and osteosarcoma have been published earlier by other researchers [10,11,12,13,14,15]. Here, we investigated the effect of GH on the proliferation of human glioblastoma T98G cells and murine melanoma B16–F10. Cells were treated with an incremental concentration of GH (4–10 µM) for 24 h, and the WST8 assay results showed that GH induced a dose-dependent inhibition of cell viability when compared to the solvent-treated control samples (Figure 3).

At the concentrations of 4 µM and 8 µM, T98G cell viability was decreased by 25% and 50%, respectively. The B16 melanoma cells were more sensitive than the T98G glioblastoma cells, and they showed a 50% decrease in viability at the lowest tested concentration of 4 µM.

### 2.4. Gnetin H Inhibits Lactic Acid Production without Affecting Glucose Transport

To assess if GH was able to inhibit lactate production, we treated B16 (Figure 4A), T98G (Figure 4B), and MDA-MB-231 cells (Supplementary Figure S1A) with 4 µM GH and measured the level of extracellular lactate by sampling the culture medium at 1, 2, 3, and 6 h. We detected, in all cell lines treated with GH, a significant inhibition in extracellular lactate production when compared to untreated controls, starting as early as 1 h.

Monocarboxylate transporters (MCTs) regulate the efflux of lactate from the cell along with a proton to maintain pH homeostasis [41]. To evaluate the ability of GH to inhibit MCTs and lactate excretion, we measured the intracellular lactic acid levels after GH treatment. B16 cells (Figure 4C) were treated for 3 h with 4 µM GH, AZD3965, an MCT-1 inhibitor, or cotreated with GH and AZD3965. AZD3965 treatment resulted in an almost 4-fold accumulation of lactic acid, while treatment with GH did not lead to an increase in intracellular lactic acid above control values. GH in combination with AZD3965 prevented intracellular lactic acid accumulation. Together, these results indicate that GH does not inhibit lactic acid export but rather inhibits lactic acid production in B16–F10 melanoma cells.

Blocking glucose transport is one of the possible mechanisms of glycolysis inhibition. We treated B16, T98G (Figure 4D), and MDA-MD-231 (Supplementary Figure S1B) cells with either 4 µM GH or 300 µM phloretin, a glucose transporter inhibitor, and incubated the cells in a medium containing the fluorescent glucose analog, 2-NBDG. We measured the mean fluorescence intensity of 2-NBDG by flow cytometry and observed that phloretin inhibited the accumulation of 2-NDGB by 34.78% in B16 and by 26.37% in T98G cells. Conversely, GH did not inhibit glucose uptake across the cell membrane in the cell lines tested.

### 2.5. Gnetin H Exhibits Significant Cytotoxicity when Combined with a Mitochondrial Complex-I Inhibitor and Induces Apoptosis

The results presented thus far suggest that gnetin H inhibits glycolysis. Suppression of glycolysis together with oxidative phosphorylation (OXPHOS) represents a potentially efficient strategy for targeting cancer metabolism [31,32,33,34,35,36]. In order to investigate if GH could assist inhibitors of OXPHOS to induce cell death, we treated T98G (Figure 5A), B16 (Supplementary Figure S2A), and MDA-MB-231 (Supplementary Figure S2B) for 48 h with either 4 µM GH or other known glycolysis inhibitors, such as 25 mM dichloroacetate (DCA), 25 mM oxamate, 25 mM 2-deoxy-d-glucose (2DG), 25 µM 3-bromopyruvate (3BrPA) [36,42,43,44], alone or in combination with the mitochondrial complex-I inhibitor 100 µM phenformin [45]. The concentrations of known glycolysis inhibitors were determined from previously published literature sources. Additionally, 2DG (25 mM) decreased the viability of the cells slightly more than GH (4 µM). However, GH (4 µM) had a more cytotoxic effect than the other glycolysis inhibitors when they were used in combination with phenformin (100 µM).

To assess if programmed cell death was involved in the reduction of cell viability measured by WST-8, we treated T98G with GH alone (4 µM) or in combination with Phen (100 µM) for 48 h and stained the cells with annexin-V/propidium iodide (PI). We observed that the combination treatment with GH and an OXPHOS inhibitor (Phen) induced early and late apoptosis when compared to GH or Phen alone, as these treatments caused a nonsignificant increase in early apoptosis (Figure 5B).

To evaluate the effect of GH, phenformin, and their combination on cell proliferation independently from the effect of cell metabolism, we performed a protease activity-based cell viability assay (Figure 5C). We treated T98G for 3 days with either GH alone (8 µM) or Phen alone (100 µM), or the combination of these two compounds. We observed that GH and Phen, when used individually, displayed merely a cytostatic effect, while their combination induced a severe reduction of cell viability starting at 24 h, consistent with the induction of apoptosis, as seen in Figure 5B.

### 2.6. Gnetin H Is a Potent Inhibitor of Glycolysis as Measured by Extracellular Acidification Rate Analysis

The impact of GH treatment on cell glycolytic activity was more deeply investigated by performing a glycolysis stress test using the Seahorse XFe96 Flux Analyzer. As shown in Figure 6, GH alone was effective in preventing the increase in ECAR (i.e., glycolytic rate) induced by glucose addition in T98G cells, and the maximal increase in ECAR induced by oligomycin (i.e., glycolytic reserve).

### 2.7. RNA-Seq Shows That Gnetin H and the OXPHOS Inhibitor Phenformin Induce a Decrease in TXNIP Gene Expression

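RNA was sequenced from T98G cells, a human glioblastoma line, in 6 groups of 3 libraries, labelled as biological replicates A, B and C. The groups were the solvent DMSO, GH at 8 µM, phenformin, a biguanide inhibitor of mitochondrial complex I, at 100 µM, the glucose analogue 2DG, GH plus phenformin and 2DG plus phenformin, all for 2 h. For 2DG, the results text of the paper gives 25 mM, while its methods and the sample labels give 10 mM. The libraries were stranded mRNA libraries read from both ends. The authors mapped the reads to GRCh38 with Ensembl release 89 gene models in CLC Genomics Workbench version 11 and deposited FPKM values (fragments per kilobase of exon, scaled to the mapped fragments of a library), 1 value per gene and library. From there, the 12108 genes with an FPKM of at least 0.5 in at least 3 libraries were tested on the log2(FPKM + 0.1) scale with limma, with all 18 libraries in 1 model that leaves 12 residual degrees of freedom. A fold change on this scale understates the change of a gene near 0.1 FPKM. Genes rose or fell where the Benjamini-Hochberg adjusted p lay under 0.05. Genes were called higher or lower at the paper's own thresholds of fold, at least 2, and of Bonferroni p, at most 0.05. They also had to reach a mean FPKM of at least 1, in any of the 6 groups. The paper asks this of the higher of the 2 groups compared, so some calls here fall short of it. Gene lists were fixed before the data were examined and were compared with all other genes by camera, with a preset correlation of 0.01 between genes and beside it an estimated one. The GC content and length of each gene were taken from GENCODE 44, and counts are also given after the trend of each library on both was removed. That correction can remove a real change that goes with GC content too. Positions below are those of the authors' annotation on GRCh38.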

To study the effect of gnetin H on gene expression, we conducted RNA-Seq analysis on T98G cells treated with GH, phenformin, and 2DG alone, compared to the combination of GH with phenformin or 2DG with phenformin. T98G cells were treated with 8 µM GH, 25 mM 2DG, or 100 µM phenformin as single agents, or combinations of GH plus phenformin, or 2DG plus phenformin, for the duration of 2 h. Cells were also exposed to DMSO (solvent control) for the same duration. RNA-Seq libraries were prepared in triplicate for each treatment and were sequenced. The sequencing run produced high-quality reads, with a median quality score of Q > 30 and an average of 20 million reads per sample. 

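The deposited values stepped in whole fragments. In the solvent group the libraries held 19532872 to 20581884 mapped fragments, with a median of 20090706. The ranges were 18417756 to 20805368 for GH (median 19345230), 18425361 to 20546516 for phenformin (median 19162042) and 19552946 to 20518204 for 2DG (median 19732535). For the combinations they were 19865754 to 22497604 with GH (median 21968644) and 20981672 to 21616663 with 2DG (median 21082500). Transcripts encoded by the mitochondrial genome, which carries subunits of the respiratory chain and its own rRNAs, took 5.29% ± 0.452 (SD, n = 3) of the mapped fragments in DMSO, 4.40% ± 0.224 in GH, 4.51% ± 0.195 in phenformin and 4.52% ± 0.132 in 2DG. Their share was 3.75% ± 0.220 (SD, n = 3) in GH plus phenformin and 3.30% ± 0.340 in 2DG plus phenformin. In DMSO the glycolytic enzyme gene GAPDH stood at an FPKM of 914 ± 250.0 (SD, n = 3) and the chaperone gene HSPA6 at 0.211 ± 0.0615.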

Genes exhibiting significant differential expression (*p*-value of ≤0.05 and fold-change of ≥2) between compound-treated and solvent-treated cells were identified (Supplemental Table S1).

Principal component analysis (PCA) revealed that the samples within each treatment group clustered together and that there was good reproducibility among the three replicate samples in each group (Figure 7A). 

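Of 15 genes often used as housekeeping controls, none rose or fell in GH or in phenformin (limma, also at an unadjusted p under 0.05), 7 rose and 3 fell in 2DG, 1 rose in GH plus phenformin, and 6 rose and 1 fell in 2DG plus phenformin (the same numbers when adjusted over the list alone, except 5 in place of 6). The structural gene ACTB had a log2 fold change of 0.41 (standard error 0.085, adjusted p = 0.0027) in GH plus phenformin and 0.35 (standard error 0.085, adjusted p = 0.0042) in 2DG plus phenformin. After the GC and length correction 6 of the 15 rose and 3 fell in 2DG, 0 and 1 in GH plus phenformin and 8 and 2 in 2DG plus phenformin. The rise of ACTB in GH plus phenformin was thus lost with the correction. Of 17 markers of blood, immune, epithelial, endothelial and neural cells, only the neuronal gene SNAP25 reached the level for testing, at 0.991 FPKM in its highest library, and it did not pass the test in any treatment. On average 2 libraries of one treatment lay 37.2 log2 units apart over all tested genes and 2 libraries of different treatments 52.7, a ratio of 1.42. The first principal component held 58.0% of the variance and the second 7.50%. Across genes, which are not independent replicates, the loadings of the first component correlated with GC content at r = 0.764. The level of GC-rich against GC-poor genes, as a slope in log2 units per 10 points of GC content, was -0.17 on average in DMSO, -0.084 in GH, -0.29 in phenformin, 0.24 in 2DG, 0.092 in GH plus phenformin and 0.21 in 2DG plus phenformin. DMSO replicate C (slope 0.049, the others -0.31 and -0.24) and GH plus phenformin replicate A (slope -0.20, the others 0.24 and 0.24) stood apart from their groups.

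**Figure D1:**
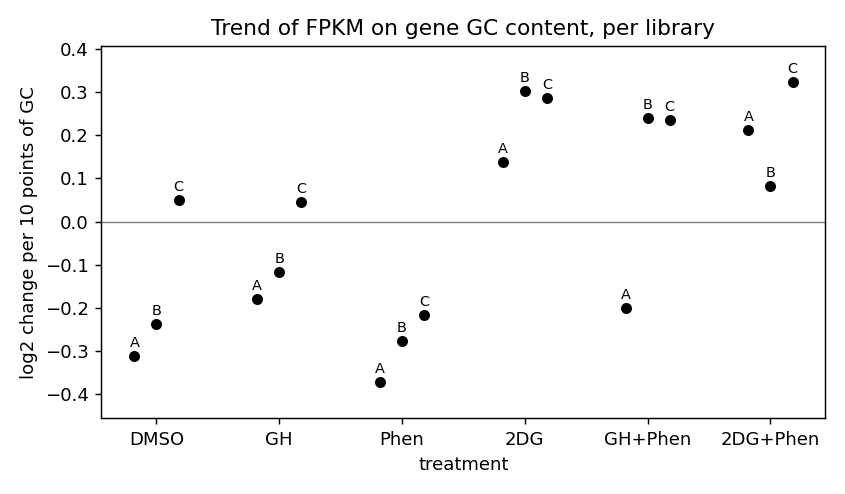
Slope of the log2 level of each gene on its GC content, in log2 units per 10 points of GC content, for each of the 18 libraries, grouped by treatment. Points are libraries, marked with their replicate letters, and the grey line marks 0. The group means, which are not drawn, run from -0.29 in phenformin to 0.24 in 2DG.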

The samples treated with GH alone or with phenformin alone clustered near those treated with solvent, indicating that these two individual treatments did not have a strong impact on the cells. This is most likely due to the low concentrations used for each of these two treatments, and the short duration of the experiment.

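In GH-treated cells 277 genes rose and 440 fell (limma), and in phenformin-treated cells 41 rose and 25 fell, of the 12108 genes tested. Among the genes that moved in phenformin, DUSP4, a phosphatase that acts on ERK, went from an FPKM of 4.98 ± 0.0468 to 7.33 ± 0.480 (SD, n = 3), a log2 fold change of 0.55 (standard error 0.054, adjusted p = 1.8e-04). SLC30A1, a zinc exporter, changed by 0.69 (standard error 0.088, adjusted p = 0.0022) on the log2 scale in phenformin and by -0.67 (standard error 0.088, adjusted p = 4.3e-04) in GH. KLF6, an immediate early transcription factor gene, rose in phenformin by 0.23 (standard error 0.036, adjusted p = 0.011). BAMBI, a decoy receptor of TGF-beta signalling, fell in both, by 0.56 in phenformin (adjusted p = 7.5e-04) and by 0.90 in GH (adjusted p = 6.3e-07). The mean distance between libraries was 42.4 log2 units within DMSO, 41.5 between DMSO and GH and 38.9 between DMSO and phenformin, and 61.6 between DMSO and 2DG. With the GC and length correction 906 genes rose and 944 fell in GH, and 298 rose and 96 fell in phenformin. With only the compared groups in the model 84 genes rose or fell in GH and 1 in phenformin. Leaving out 1 library at a time brought the GH count of 717 to 365 without DMSO A, 367 without DMSO B, 430, 456 and 357 without GH A, B and C, and the phenformin count of 66 to 16 and 25 without DMSO B and C and 18, 23 and 18 without phenformin A, B and C.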

This result was also evident in the distribution of the number of genes that responded to each treatment, as shown in the Venn diagrams (Figure 7B). 

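At the paper's thresholds, with the FPKM minimum met in any of the 6 groups, 8 genes were higher and 5 lower in GH. In phenformin 1 gene was lower and none was higher (limma, with 1287 genes at an unadjusted p under 0.05 in phenformin). In 2DG, GH plus phenformin and 2DG plus phenformin, 52, 66 and 170 genes were called in all. Of the 8 genes higher in GH, 7 were also higher in GH plus phenformin, namely AC012181.2, ANKRD1, CHAC1, DDIT3, DNAJB9, HERPUD1 and HSPA5, most of which respond to stress of the endoplasmic reticulum. CHAC1, at 0.712 to 0.864 FPKM in GH and 0.048 to 0.118 in DMSO, falls short of the paper's minimum of 1 in that comparison. AC012181.2 lies within HERPUD1 on the same strand and can share its fragments. TXNIP, ARRDC4 and the G-protein signalling regulator RGS2 were lower in both. Of the genes called in 2DG, 18 were also higher and 12 also lower in 2DG plus phenformin. GDF15, a stress-induced cytokine gene, had a log2 fold change of 2.42 (standard error 0.24, adjusted p = 5.1e-06) in 2DG. All of these comparisons share the 3 DMSO libraries.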

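TXNIP, an alpha-arrestin that limits glucose uptake, was the 1 gene lower in phenformin at the paper's thresholds. POC1B-GALNT4, a read-through gene whose fragments can be shared with POC1B and GALNT4, stood at an FPKM of 0.0637 in DMSO and 0.717 in phenformin, a log2 fold change of 2.32 (standard error 0.872, adjusted p = 0.34 from limma). Of 15 targets of YAP and SRF, which regulate the cytoskeleton and adhesion, 4 rose and 0 fell (6 and 0 when adjusted over the list alone, 7 and 0 after the GC and length correction) (camera adjusted p = 3.0e-09, or 0.0067 with an estimated correlation, and 1.7e-08 and 0.0024 after the correction). CTGF, a matricellular growth factor gene and a target of YAP, was at an FPKM of 15.0 ± 0.0657 in DMSO and 20.0 ± 0.995 in phenformin (SD, n = 3), a log2 fold change of 0.42 (standard error 0.040, adjusted p = 1.4e-04). AJUBA, a scaffold protein of cell junctions, changed by 0.32 (standard error 0.046, adjusted p = 0.0069) and ANKRD1 by 0.54 (standard error 0.10, adjusted p = 0.032). The call for ANKRD1 was lost when single libraries were left out. Of 17 genes of ERK feedback and output, 3 rose and 0 fell (7 and 0 when adjusted over the list alone, 8 and 0 after the GC and length correction) (camera adjusted p = 2.5e-08, or 0.052 with an estimated correlation, and 1.2e-10 and 0.012 after the correction). Of the 36 nuclear-encoded subunits of complex I, the target of phenformin, none passed the test singly (limma, with 8 lower at an unadjusted p under 0.05), while the list lay below the other genes (median log2 fold change -0.093, camera adjusted p = 9.9e-05, or 0.094 with an estimated correlation, and 3.9e-04 and 0.18 after the GC and length correction).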

While phenformin treatment caused the upregulation of only one gene and the downregulation of another gene (Figure 7B, panel a).

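GH raised genes of the unfolded protein response. Of 28 chaperones and targets of ATF6 and XBP1 in the endoplasmic reticulum, 15 rose and 0 fell (20 and 0 when adjusted over the list alone, 22 and 1 after the GC and length correction) (camera adjusted p = 3.5e-19, or 0.0019 with an estimated correlation, and 3.9e-24 and 2.7e-05 after the correction). HERPUD1, which acts in degradation from the endoplasmic reticulum, went from an FPKM of 10.1 ± 0.382 to 37.3 ± 1.23 (SD, n = 3), a log2 fold change of 1.88 (standard error 0.049, adjusted p = 2.6e-12). DNAJB9, a co-chaperone of HSPA5, rose from 9.29 ± 1.64 to 23.6 ± 1.53, and HSPA5, the main chaperone of that compartment, from 174 ± 6.71 to 356 ± 12.2. Their log2 fold changes were 1.35 (standard error 0.11, adjusted p = 3.0e-06) and 1.03 (standard error 0.051, adjusted p = 1.2e-08). The transcription factor gene DDIT3 changed by 1.31 (standard error 0.072, adjusted p = 4.0e-08) and CHAC1, which degrades glutathione, by 2.27 (standard error 0.26, adjusted p = 1.2e-04) from a DMSO level of 0.0886 ± 0.0361. Of 34 targets of ATF4 and the integrated stress response, 7 rose and 1 fell (11 and 1 when adjusted over the list alone, 11 and 1 after the GC and length correction) (camera adjusted p = 3.0e-06, or 0.094 with an estimated correlation, and 3.8e-05 and 0.0032 after the correction). Beside TXNIP and ARRDC4, the genes called lower were RGS2, the nuclear RNA NEAT1 and the interferon-induced gene IFIT2, with log2 fold changes of -1.24 (adjusted p = 1.2e-05), -1.08 (adjusted p = 9.1e-05) and -1.05 (adjusted p = 4.8e-04). PPP1R10, a regulatory subunit of protein phosphatase 1, was called higher at 1.02 (adjusted p = 3.1e-08).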

Interestingly, GH treatment caused the upregulation of six genes and the downregulation of four genes (Figure 7B, panel b). However, PCA analysis revealed that the 2DG treatment and the two combination treatments generated responses that were different from those of the solvent and also different from each other (Figure 7A). 

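Of 18 genes of the immediate early response, transcription factors that are switched on within minutes of a stimulus, 15 rose and 1 fell (15 and 1 when adjusted over the list alone, 10 and 3 after the GC and length correction) in 2DG, 15 rose and 0 fell (15 and 0 when adjusted over the list alone, 13 and 2 after the GC and length correction) in 2DG plus phenformin and 9 rose and 2 fell (11 and 3 when adjusted over the list alone, 7 and 2 after the GC and length correction) in GH plus phenformin. The list stood above the other genes in 2DG (camera adjusted p = 1.5e-10, or 0.012 with an estimated correlation, and 3.9e-04 and 0.20 after the correction), in 2DG plus phenformin (camera adjusted p = 2.2e-13, or 0.0069 with an estimated correlation, and 8.7e-06 and 0.13 after the correction) and in GH plus phenformin (camera adjusted p = 3.2e-05, or 0.075 with an estimated correlation, and 0.045 and 0.45 after the correction). KLF6 had an FPKM of 10.2 ± 0.246 in DMSO, 19.7 ± 0.898 in 2DG, 26.1 ± 0.360 in GH plus phenformin and 49.2 ± 0.114 in 2DG plus phenformin (SD, n = 3). Between the combinations its log2 difference was -0.91 (standard error 0.036, adjusted p = 2.4e-10), GH plus phenformin against 2DG plus phenformin. The list was GC-rich, with a median GC content of 56.7%. The mean distance from DMSO was 56.4 log2 units for GH plus phenformin and 62.4 for 2DG plus phenformin. Between 2DG and GH plus phenformin it was 46.9, between 2DG and 2DG plus phenformin 39.1 and between the combinations 44.2, while the libraries of GH plus phenformin lay 47.9 apart among themselves, with replicate A apart from the others. After the GC and length correction the distances from DMSO were 45.9 for 2DG, 45.5 for GH plus phenformin and 49.6 for 2DG plus phenformin, against 33.7 within DMSO.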

A substantial number of genes responded to treatment with 2DG, with 390 genes upregulated and 21 downregulated. Additionally, the combination treatment of T98G cells with 2DG plus phenformin yielded a substantial upregulation of 191 genes and a downregulation of 96 genes, while the treatment with GH plus phenformin resulted in the upregulation of 47 genes and the downregulation of 20 genes. In addition, the combination treatments showed several genes that were not present in the respective single treatments of the two compounds used (Figure 7B, panels a, b), indicating that there were several unique responses to the combination treatments.

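Targets of the integrated stress response, which cells mount when protein synthesis or nutrient supply is disturbed, rose in 2DG. Of 34 such genes, 24 rose and 5 fell (25 and 5 when adjusted over the list alone, 22 and 2 after the GC and length correction) (camera adjusted p = 1.1e-08, or 0.053 with an estimated correlation, and 1.0e-07 and 0.0013 after the correction). CHAC1 reached an FPKM of 5.99 ± 1.33 (SD, n = 3), a log2 fold change of 5.01 (standard error 0.26, adjusted p = 5.6e-09), and DDIT3 went from 17.7 ± 1.96 to 99.3 ± 2.71, a change of 2.49 (standard error 0.072, adjusted p = 8.2e-12). DDIT4, an inhibitor of mTORC1, rose from 23.9 ± 3.08 to 88.7 ± 6.80 and SESN2, a leucine-sensing inhibitor of the same kinase, from 1.45 ± 0.223 to 5.28 ± 0.311. Their log2 fold changes were 1.89 (standard error 0.11, adjusted p = 2.4e-08) and 1.80 (standard error 0.17, adjusted p = 3.9e-06). Among the lowered genes, PPP1R10 fell from 14.5 ± 0.708 to 3.07 ± 0.104, a log2 fold change of -2.20 (standard error 0.055, adjusted p = 1.4e-12), and the transcription termination factor gene PCF11 changed by -1.41 (standard error 0.071, adjusted p = 3.9e-09). At the paper's thresholds 32 genes were higher and 20 lower, a share of 61.5% higher. That share was 74.5% (38 and 13) with median-of-ratios scaling, 58.5% (31 and 22) with mitochondrial genes left out of the totals and 49.2% (30 and 31) with quantile normalization. At any fold 2992 genes rose and 3670 fell, a share of 44.9% up, or 55.8% with median-of-ratios scaling (3476 and 2752). The 1203 genes richest in GC, with a GC content of at least 60%, had a median log2 fold change of 0.85, and after the GC and length correction of 0.027. With that correction 33 genes were called higher and 17 lower, of which 20 and 10 were called without it too, and with a Benjamini-Hochberg in place of the Bonferroni threshold the number called higher went from 537 to 67. With DMSO C and GH plus phenformin A left out, a choice made after the data were seen, 142 genes were called higher and 21 lower, and the 6662 genes that rose or fell became 3744 without DMSO A, 4339 without DMSO B and 4369 without 2DG B.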

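In 2DG plus phenformin 56 genes were called higher and 114 lower, and in GH plus phenformin 39 and 27. GDF15 reached an FPKM of 6.96 ± 0.838 in 2DG plus phenformin and 2.27 ± 0.728 in GH plus phenformin, from 0.438 ± 0.164 in DMSO (SD, n = 3). SPRY2, a feedback inhibitor of ERK signalling, rose from 2.04 ± 0.131 to 13.9 ± 0.257 and 9.54 ± 0.621, log2 fold changes of 2.71 (standard error 0.11) and 2.17 (standard error 0.11). The monocarboxylate transporter gene SLC16A6 changed by 2.39 (adjusted p = 5.4e-13) in 2DG plus phenformin and BCDIN3D, a small-RNA methyltransferase gene, by -1.84 (adjusted p = 1.4e-07). Transcripts of the mitochondrial genome fell. Of 15 of them, 0 rose and 11 fell (0 and 14 when adjusted over the list alone, 0 and 10 after the GC and length correction) in GH plus phenformin (camera adjusted p = 3.8e-09, or 0.19 with an estimated correlation, and 6.5e-07 and 0.20 after the correction), and all 15 fell in 2DG plus phenformin, also when adjusted over the list alone, and 13 after the GC and length correction (camera adjusted p = 2.1e-08, or 0.20 with an estimated correlation, and 8.5e-08 and 0.20 after the correction). Fewer fell with the single agents, where 0 rose and 5 fell (0 and 11 when adjusted over the list alone, 0 and 6 after the GC and length correction) in GH (camera adjusted p = 7.3e-08, or 0.20 with an estimated correlation, and 2.8e-04 and 0.34 after the correction), 0 rose and 2 fell (1 and 12 when adjusted over the list alone, 0 and 6 after the GC and length correction) in phenformin (camera adjusted p = 8.2e-09, or 0.20 with an estimated correlation, and 3.2e-09 and 0.17 after the correction) and 0 rose and 8 fell (0 and 8 when adjusted over the list alone, 3 and 2 after the GC and length correction) in 2DG (camera adjusted p = 0.0064, or 0.53 with an estimated correlation, and 0.91 and 0.97 after the correction). The mitochondrial rRNA MT-RNR1 went from 1533 ± 90.9 to 485 ± 40.3 in GH plus phenformin, and MT-ND6, a complex I subunit gene, changed by -1.62 (standard error 0.096, adjusted p = 1.4e-08) on the log2 scale in 2DG plus phenformin. At any fold 1138 genes rose and 2249 fell in GH plus phenformin (33.6% up, 47.7% with median-of-ratios scaling, 1515 and 1662), and 2549 and 3973 in 2DG plus phenformin (39.1% up, 52.5% with that scaling, 3331 and 3008). After the GC and length correction the genes called lower in 2DG plus phenformin numbered 60, and 120 were called in all. The 3387 genes that rose or fell in GH plus phenformin became 2148, 2151 and 5300 without DMSO A, B and C and 6801, 2112 and 2103 without GH plus phenformin A, B and C, and the 6522 in 2DG plus phenformin became 4208 without DMSO A and 4268 without 2DG plus phenformin C. Without both DMSO C and GH plus phenformin A, a choice made after the data were seen, 99 genes were called higher and 39 lower in GH plus phenformin.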

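Of the 39 genes called higher in GH plus phenformin, 32 were called higher in neither GH nor phenformin alone, and all 32 were higher than in phenformin and 31 higher than in GH when the combination was compared with each (adjusted p under 0.05 from limma). Of the 27 called lower, 24 were called lower in neither agent alone, 22 of them lower than in GH and 24 lower than in phenformin. Of these 32 and 24 genes, 25 lay above and 9 below the sum of the single effects (adjusted p under 0.05 for the interaction). For 2DG plus phenformin the numbers were 38 of 56 higher, of which 32 differed from 2DG and 38 from phenformin, and 102 of 114 lower, of which 79 and 102 did, and 25 of the 38 lay above and 47 of the 102 below the sum. These genes were picked by their calls in the same libraries, which favours such differences. The counts are thus no independent support for responses particular to the combinations. DUSP1, a phosphatase that switches off MAP kinases, stood at an FPKM of 3.48 ± 0.392 in DMSO, 2.54 ± 0.0918 in GH, 3.50 ± 0.172 in phenformin and 11.4 ± 1.23 in GH plus phenformin (SD, n = 3). It exceeded the sum of the single effects by 2.11 (standard error 0.13, adjusted p = 1.3e-07) on the log2 scale. With 2DG it stood at 3.73 ± 0.335 alone and 11.9 ± 0.119 with phenformin, an excess of 1.64 (standard error 0.13, adjusted p = 1.8e-06). The transcription factor gene MYC exceeded the sum by 1.29 (standard error 0.14, adjusted p = 8.1e-05) in GH plus phenformin and 0.96 (standard error 0.14, adjusted p = 6.3e-04) in 2DG plus phenformin, and CYR61, a YAP target, by 1.40 (standard error 0.086, adjusted p = 1.6e-07) in GH plus phenformin. At the paper's thresholds the difference from the sum was positive for 13 genes and negative for 5 with GH, and for 14 and 16 with 2DG.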

Since the largest number of regulated genes was observed with the 2DG treatment and the two combination treatments, we further explored and compared the distribution of genes across these three treatments. This analysis revealed that only 17 upregulated genes and 1 downregulated gene were commonly shared between the three treatments (Figure 7B, panel c).

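At the paper's thresholds 12 genes were higher in 2DG, GH plus phenformin and 2DG plus phenformin alike, among them AC012181.2, which can share fragments with HERPUD1, DDIT3, DUSP5, GADD45A, GDF15, GEM, PPP1R15A, SIK1, SLC16A6 and SPRY2, and 1 gene, PI15, was lower. GADD45A, a growth-arrest gene, went from an FPKM of 10.2 ± 0.699 in DMSO to 26.0 ± 0.894, 31.8 ± 3.31 and 30.5 ± 1.11 (SD, n = 3). PPP1R15A, which returns protein synthesis to normal after stress, had log2 fold changes of 1.67 (standard error 0.12) in GH plus phenformin and 1.84 (standard error 0.12) in 2DG plus phenformin. The peptidase inhibitor gene PI15 fell from 21.1 ± 3.15 to 7.37 ± 0.848, 7.33 ± 1.59 and 6.24 ± 0.889. Lists of these sizes drawn independently would share 0.000477 higher and 0.00042 lower genes, and 20 simulated sets of unchanged groups against the same DMSO libraries shared none, a value that covers only groups with no effect. The 3 controls cannot be split, so part of the excess may come from sharing them. With the GC and length correction 15 genes were shared higher and 1 lower, and without DMSO C and GH plus phenformin A, a choice made after the data were seen, 37 and 3.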

To further investigate the transcriptional responses observed following 2DG, 2DG plus phenformin, and GH plus phenformin treatments, we performed hierarchical cluster analysis on a set of 566 genes that were affected in response to at least one of these three treatments (Figure 7C). 

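Compared directly, GH plus phenformin and 2DG plus phenformin differed at the paper's thresholds in 28 genes, 14 higher and 14 lower, GH plus phenformin and 2DG in 37 genes, 18 higher and 19 lower, and 2DG plus phenformin and 2DG in 35 genes, 13 higher and 22 lower. For the last pair quantile normalization gave 16 and 16. The 22 lower genes of that pair include ZNF547, which met the FPKM minimum through other groups and not through either group compared. PPP1R10 was at an FPKM of 20.3 ± 0.544 in GH plus phenformin and 3.93 ± 0.285 in 2DG plus phenformin (SD, n = 3), a log2 difference of 2.34 (standard error 0.055, adjusted p = 3.7e-13). CYR61, a secreted matrix protein gene, stood at 101 ± 7.28 in GH plus phenformin, 29.0 ± 0.358 in 2DG plus phenformin and 25.5 ± 1.39 in 2DG. RGS2 and the immediate early gene EGR1 were lower in GH plus phenformin than in 2DG plus phenformin, with differences of -1.23 (standard error 0.11, adjusted p = 7.1e-06) and -1.78 (standard error 0.20, adjusted p = 3.7e-05). EGR1 was in turn higher in 2DG plus phenformin than in 2DG, by 1.81 (standard error 0.20, adjusted p = 2.3e-05).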

Responses to the three treatments were quite different from each other. While there were several overlapping genes in the analysis of 2DG and 2DG plus phenformin treatments, we observed that many of the genes induced by 2DG were not induced by the 2DG plus phenformin treatment. In addition, there were several genes that were downregulated by 2DG plus phenformin, but not by 2DG alone (Figure 7C). 

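HERPUD1, a gene of the unfolded protein response, was at an FPKM of 40.7 ± 1.66 in 2DG and 9.59 ± 0.322 in 2DG plus phenformin (SD, n = 3), a log2 difference of -2.07 (standard error 0.049, adjusted p = 1.2e-12) between them. HSPA5 stood at 407 ± 13.1 and 196 ± 7.36, a difference of -1.06 (adjusted p = 6.8e-09), and DNAJB9 at 16.8 ± 1.05 and 8.15 ± 0.262, a difference of -1.04 (adjusted p = 1.5e-05). CHAC1 was at 0.153 ± 0.0352, which is -4.58 (standard error 0.26) against 2DG, and SESN2 at 1.11 ± 0.145, which is -2.15 (standard error 0.17). XBP1, a transcription factor of this response, differed by -0.57 (adjusted p = 8.9e-08). DDIT3, at 45.9 ± 2.60, differed from 2DG by -1.11 (adjusted p = 1.3e-07). Of the 28 chaperones and targets of ATF6 and XBP1, 11 rose and 6 fell (11 and 6 when adjusted over the list alone, 20 and 1 after the GC and length correction) in 2DG (camera adjusted p = 0.018, or 0.23 with an estimated correlation, and 1.0e-08 and 0.0015 after the correction), and 7 rose and 8 fell (7 and 8 when adjusted over the list alone, 12 and 5 after the GC and length correction) in 2DG plus phenformin (camera adjusted p = 0.81, or 0.90 with an estimated correlation, and 0.047 and 0.15 after the correction). The call in 2DG was lost without DMSO C (adjusted p = 0.060) or without it and GH plus phenformin A (0.11). Of the 32 genes called higher in 2DG, 14 were not called in 2DG plus phenformin, and 8 of these were lower there than in 2DG (adjusted p under 0.05 from limma). These 14 genes were picked by their calls in the same libraries, which favours such a difference.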

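Among 2DG, 2DG plus phenformin and GH plus phenformin, 90 genes were called lower in 2DG plus phenformin alone, 11 in both 2DG treatments and 12 in both combinations. ZNF547, a zinc finger gene, went from an FPKM of 1.42 ± 0.159 in DMSO to 0.966 ± 0.0913 in 2DG and 0.192 ± 0.0308 in 2DG plus phenformin (SD, n = 3), and the combination differed from 2DG by -1.87 (standard error 0.16, adjusted p = 2.6e-06) on the log2 scale. For ZNF607 this difference was -1.36 (standard error 0.12, adjusted p = 2.4e-06) and for BCDIN3D -0.84 (standard error 0.14, adjusted p = 8.4e-04). MT-ND1, a complex I subunit encoded in mitochondria, stood at 1384 ± 14.4 in 2DG and 813 ± 69.7 in the combination, a difference of -0.77 (standard error 0.056, adjusted p = 3.8e-07). AMD1, which makes the precursor of polyamines, differed by -0.55 (standard error 0.066, adjusted p = 5.0e-05). Of the 15 mitochondrially encoded transcripts, 13 were lower in 2DG plus phenformin than in 2DG.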

Gene regulation observed after GH plus phenformin treatment was less significant. However, it showed several genes that did not respond to 2DG or to 2DG plus phenformin. 

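GDF15 and SLC16A6, which both combinations raised, were lower in GH plus phenformin than in 2DG plus phenformin, with log2 differences of -1.62 (standard error 0.24, adjusted p = 3.8e-04) and -1.37 (standard error 0.058, adjusted p = 7.3e-10). DDIT4 stood at an FPKM of 27.2 ± 4.40 in GH plus phenformin and 47.7 ± 2.02 in 2DG plus phenformin (SD, n = 3), and MT1X, a metal-binding metallothionein whose fragments can be shared with its paralogs, at 14.5 ± 5.28 and 36.9 ± 5.61, a difference of -1.40 (standard error 0.30, adjusted p = 0.0072). The glucose transporter gene SLC2A3 differed by -0.82 (standard error 0.042, adjusted p = 1.1e-08). CTGF, in contrast, differed between the combinations by 0.071 (standard error 0.040, adjusted p = 0.33), which did not pass the test. At a fold of at least 2 with the Benjamini-Hochberg threshold 103 genes were higher and 41 lower in GH plus phenformin, against 359 and 146 in 2DG plus phenformin, and after the GC and length correction 61 and 42 against 91 and 92.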

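Among the 3 treatments, 8 genes were called higher in GH plus phenformin alone, namely ANKRD1, BCL6, CYR61, DKK1, DNAJB9, INHBA, NTF3 and PMAIP1, and 14 were called lower there alone, among them TXNIP, ARRDC4, RGS2, BAMBI, BMF and CTSK. ANKRD1, a YAP target, went from an FPKM of 1.73 ± 0.205 in DMSO to 6.71 ± 0.351 in GH plus phenformin (SD, n = 3), against 2.08 ± 0.142 in 2DG and 2.66 ± 0.206 in 2DG plus phenformin. It was higher than in 2DG plus phenformin by 1.30 (standard error 0.10, adjusted p = 1.6e-06) on the log2 scale. INHBA, a subunit of activin, differed from 2DG plus phenformin by 0.62 (standard error 0.081, adjusted p = 1.6e-04) and from 2DG by 1.50 (standard error 0.081, adjusted p = 1.5e-08). DKK1, an inhibitor of Wnt signalling, differed by 0.38 (standard error 0.055, adjusted p = 3.3e-04) and 1.07 (standard error 0.055, adjusted p = 7.7e-09). Of the 15 targets of YAP and SRF, 9 rose and 0 fell (10 and 0 when adjusted over the list alone, 10 and 0 after the GC and length correction) in GH plus phenformin (camera adjusted p = 1.8e-07, or 0.012 with an estimated correlation, and 1.6e-06 and 0.0055 after the correction), while 5 rose and 5 fell (5 and 5 when adjusted over the list alone, 5 and 5 after the GC and length correction) in 2DG (camera adjusted p = 0.54) and 7 rose and 1 fell (7 and 1 when adjusted over the list alone, 9 and 2 after the GC and length correction) in 2DG plus phenformin (camera adjusted p = 0.0070, or 0.11 with an estimated correlation, and 0.019 and 0.13 after the correction). DKK1 and INHBA rose in 2DG plus phenformin too, by less than a fold of 2. PMAIP1 stood at 18.6 to 20.2 in 2DG, 16.9 to 19.9 in 2DG plus phenformin and 20.0 to 24.4 in GH plus phenformin, against 10.1 to 10.3 in DMSO. After the GC and length correction PMAIP1 was called higher in all 3 treatments, DNAJB9 in 2DG too and NTF3 in both combinations. A call in GH plus phenformin alone thus does not mean that a gene moved only there.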

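HSPA6, a heat-inducible chaperone of the HSP70 family, stood at an FPKM of 1.08 ± 0.334 in GH plus phenformin (SD, n = 3), a log2 fold change of 1.89 (standard error 0.29, adjusted p = 2.6e-04) against DMSO. The HSP70 genes HSPA1A and HSPA1B, which are nearly identical and can share fragments, went from 6.57 ± 1.01 to 14.0 ± 4.15 and from 15.7 ± 2.55 to 35.5 ± 8.17. Their log2 fold changes were 1.05 (standard error 0.21, adjusted p = 0.0024) and 1.16 (standard error 0.17, adjusted p = 2.0e-04). None of these 3 genes was called against DMSO at the paper's thresholds (limma). In 2DG plus phenformin HSPA1A changed by -0.83 (adjusted p = 0.0058) and HSPA1B by -0.67 (adjusted p = 0.0055), while HSPA6, at -0.62 (adjusted p = 0.079), did not pass the test. DNAJB9, a chaperone of the endoplasmic reticulum, reached 21.3 ± 2.70 in GH plus phenformin, a rise that passed the test (adjusted p = 2.4e-06), and was higher than in 2DG plus phenformin by 1.37 (adjusted p = 1.4e-06). For HSPA6 the difference between the combinations was 2.52 (adjusted p = 5.0e-05). In GH alone HSPA1B changed by -0.63 (adjusted p = 0.044), a call that was lost when single libraries were left out.

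**Figure D2:**
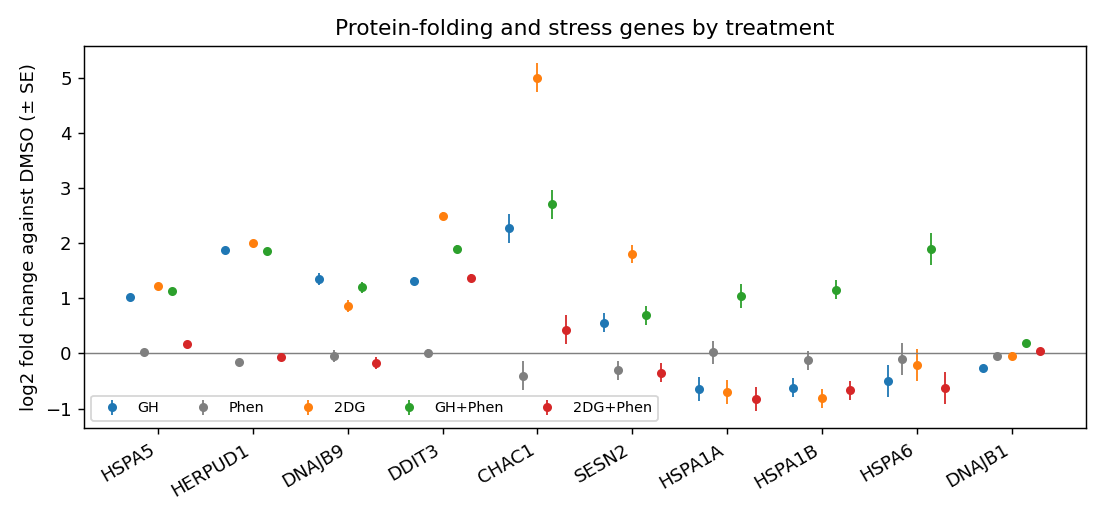
Log2 fold change against DMSO, with its standard error, of 10 stress genes in the 5 treatments. HSPA6, HSPA1A and HSPA1B lie above 0 in GH plus phenformin (1.89, 1.05 and 1.16), and HERPUD1 lies at 2.00 in 2DG.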

Interestingly, many of the regulated genes play functional roles in protein folding, including HSPA6, HSPA1A, HSPA1B, and DNAJB9 (Figure 7C).

To gain insight into the functional roles of the responding genes, we further analyzed the transcriptional responses to 2DG, 2DG plus phenformin, and GH plus phenformin by gene ontology (GO) enrichment analysis. Supplemental Table S2 shows the top 15 significantly enriched functional categories from each analysis conducted using gene lists with a substantial number of genes (for gene lists with <25 genes, no significantly enriched functional categories were identified). 

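Of 25 enzymes of glycolysis and transporters of glucose and lactate, 17 rose and 3 fell (17 and 3 when adjusted over the list alone, 15 and 1 after the GC and length correction) in 2DG (camera adjusted p = 2.1e-04, or 0.25 with an estimated correlation, and 6.6e-05 and 0.080 after the correction). HK2, the hexokinase that phosphorylates glucose and 2DG, went from an FPKM of 29.7 ± 1.42 in DMSO to 46.3 ± 1.91 in 2DG (SD, n = 3), a log2 fold change of 0.64 (standard error 0.046, adjusted p = 2.4e-07). The glucose transporter gene SLC2A3 rose from 5.23 ± 0.111 to 7.82 ± 0.227, a change of 0.57 (standard error 0.042, adjusted p = 3.3e-07). PFKFB3, whose product activates phosphofructokinase, changed by 0.63 (standard error 0.077, adjusted p = 3.6e-05) and GAPDH by 0.71 (standard error 0.21, adjusted p = 0.013). In GH 1 gene of the list rose, HK2, at 0.27 (standard error 0.046, adjusted p = 0.0028), and none fell (camera adjusted p = 0.21, or 0.027 without DMSO C). In GH plus phenformin 6 rose and 2 fell (8 and 3 when adjusted over the list alone, 10 and 3 after the GC and length correction) (camera adjusted p = 0.0064, or 0.42 with an estimated correlation, and 0.0096 and 0.20 after the correction), and in 2DG plus phenformin 17 rose and 2 fell (18 and 2 when adjusted over the list alone, 21 and 1 after the GC and length correction) (camera adjusted p = 4.6e-05, or 0.22 with an estimated correlation, and 1.1e-05 and 0.058 after the correction). None of the 25 passed the test in phenformin (limma, with 2 higher and 1 lower at an unadjusted p under 0.05, and 1 that rose when adjusted over the list alone).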

As would be expected, the over-represented functional categories (*p*-value *≤* 0.05) for 2DG-induced genes included “regulation of glycolytic process”, “regulation of ATP metabolic process” and “response to glucose starvation”. 

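Of 17 genes of ERK feedback and output, 14 rose and 1 fell (15 and 1 when adjusted over the list alone, 13 and 0 after the GC and length correction) in 2DG plus phenformin (camera adjusted p = 6.9e-12, or 0.018 with an estimated correlation, and 4.3e-09 and 0.017 after the correction). In 2DG 10 rose and 1 fell (11 and 2 when adjusted over the list alone, 9 and 1 after the GC and length correction) (camera adjusted p = 3.1e-06, or 0.094 with an estimated correlation, and 3.6e-04 and 0.13 after the correction), in GH plus phenformin 13 rose and 0 fell (15 and 0 when adjusted over the list alone, 13 and 0 after the GC and length correction) (camera adjusted p = 2.5e-13, or 0.014 with an estimated correlation, and 5.1e-10 and 0.013 after the correction) and in GH 6 rose and 3 fell (9 and 3 when adjusted over the list alone, 8 and 3 after the GC and length correction) (camera adjusted p = 5.6e-04, or 0.20 with an estimated correlation, and 0.0097 and 0.21 after the correction). PHLDA1 changed by 1.19 (standard error 0.054, adjusted p = 7.9e-10) on the log2 scale in 2DG plus phenformin and 0.73 (standard error 0.054, adjusted p = 3.0e-07) in 2DG, and DUSP10, a phosphatase of JNK and p38, by 1.58 (standard error 0.039, adjusted p = 5.4e-13) and 0.85 (standard error 0.039, adjusted p = 1.6e-09). Of 11 genes of polyamine metabolism, 6 rose and 3 fell (6 and 3 when adjusted over the list alone, 4 and 2 after the GC and length correction) in 2DG plus phenformin, with no call for the list (camera adjusted p = 0.11). SAT1, which acetylates polyamines for breakdown, went from an FPKM of 9.39 ± 0.745 in DMSO to 15.1 ± 1.15 in 2DG and 21.0 ± 0.621 in 2DG plus phenformin (SD, n = 3), and SMOX, which oxidizes spermine, from 1.58 ± 0.643 to 4.73 ± 0.715 and 4.04 ± 0.697. The difference between 2DG plus phenformin and 2DG was 0.47 (standard error 0.086, adjusted p = 0.0019) for SAT1 and -0.23 (standard error 0.30, adjusted p = 0.78) for SMOX, which did not pass the test. Of 28 genes of cholesterol and fatty acid synthesis, 7 rose and 11 fell (9 and 11 when adjusted over the list alone, 10 and 8 after the GC and length correction) (camera adjusted p = 0.73). INSIG1, which retains the sterol sensor SCAP, rose from 122 ± 3.54 to 259 ± 10.2, while HMGCS1, an early enzyme of the pathway, fell from 58.3 ± 4.21 to 38.1 ± 0.759.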

For the 2DG plus phenformin upregulated genes, we found some functional categories that overlapped with those seen in the 2DG treated cells (e.g., protein kinase B signaling, and ER stress), and in addition, there were several functional categories that did not overlap with 2DG (e.g., polyamine catabolism, ERK1 and ERK2 cascade, GPCR signaling, and steroid metabolism). 

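Of 385 zinc finger genes with ZNF symbols, many of which encode repressors of transcription, 50 rose and 231 fell (53 and 236 when adjusted over the list alone, 54 and 199 after the GC and length correction) in 2DG plus phenformin (camera adjusted p = 1.4e-07, or 0.11 with an estimated correlation, and 1.0e-08 and 0.013 after the correction), and 35 were called lower at the paper's thresholds. Their median log2 fold change was -0.38, and -0.24 after the correction. ZNF658 had a log2 fold change of -1.72 (standard error 0.17, adjusted p = 1.7e-06), ZNF132 of -1.63 (standard error 0.16, adjusted p = 2.1e-06) and ZNF28 of -1.19 (standard error 0.081, adjusted p = 5.8e-08). ZBED8, a gene derived from a transposase, changed by -2.06 (standard error 0.13, adjusted p = 3.7e-08). In GH plus phenformin 23 rose and 177 fell (27 and 187 when adjusted over the list alone, 36 and 163 after the GC and length correction) (camera adjusted p = 3.6e-08, or 0.094 with an estimated correlation, and 2.4e-08 and 0.015 after the correction), with 9 called lower, and in 2DG 74 rose and 146 fell (75 and 148 when adjusted over the list alone, 82 and 108 after the GC and length correction) (camera adjusted p = 0.16). ZNF551 stood at -1.55 (standard error 0.11, adjusted p = 2.4e-07) in GH plus phenformin.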

For the 2DG plus phenformin downregulated genes, the most enriched functional categories were related to transcriptional regulation and RNA metabolism. 

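Of 22 targets of HSF1, the regulator of the cytosolic heat shock response, 8 rose and 1 fell (9 and 3 when adjusted over the list alone, 11 and 2 after the GC and length correction) in GH plus phenformin (camera adjusted p = 0.042, or 0.094 with an estimated correlation, and 0.0026 and 0.20 after the correction). In GH alone 0 rose and 3 fell (0 and 5 when adjusted over the list alone, 0 and 5 after the GC and length correction) (camera adjusted p = 0.0065, or 0.041 with an estimated correlation, and 0.0091 and 0.26 after the correction, with the list below the other genes). HSPA8, the constitutive HSP70 of the cytosol, was among those that fell in GH, with a log2 fold change of -0.61 (adjusted p = 4.9e-07), and stood at -0.31 (adjusted p = 8.6e-05) in GH plus phenformin. HSPA6 and HSPA1A exceeded the sum of the effects of GH and phenformin by 2.48 (standard error 0.41, adjusted p = 0.0033) and 1.67 (standard error 0.30, adjusted p = 0.0065). Of the 28 chaperones and targets of ATF6 and XBP1, 10 rose and 3 fell (12 and 3 when adjusted over the list alone, 18 and 2 after the GC and length correction) (camera adjusted p = 1.2e-04, or 0.094 with an estimated correlation, and 2.4e-08 and 0.0016 after the correction). HERPUD1 reached an FPKM of 36.8 ± 1.15 and HSPA5 381 ± 28.8 in GH plus phenformin (SD, n = 3), and against GH alone the differences were -0.020 (adjusted p = 0.80) and 0.098 (adjusted p = 0.23), which did not pass the test. Of 34 targets of the integrated stress response, 14 rose and 2 fell (18 and 2 when adjusted over the list alone, 19 and 4 after the GC and length correction) (camera adjusted p = 5.7e-07, or 0.094 with an estimated correlation, and 6.6e-05 and 0.0034 after the correction). The call for the HSF1 targets was lost without GH plus phenformin A (adjusted p = 0.14), DMSO B (0.052) or DMSO C (0.12), and without both DMSO C and GH plus phenformin A (0.28), a choice made after the data were seen.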

Interestingly, for the GH plus phenformin upregulated genes, the enriched functional categories included “heat acclimation”, “protein refolding”, and “regulation of unfolded protein response”. These results further demonstrate that the transcriptional responses to 2DG and to the two combination treatments are quite distinct from each other.

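HSPA1B was at an FPKM of 8.83 ± 0.878 in 2DG and 9.88 ± 1.86 in 2DG plus phenformin (SD, n = 3), and GH plus phenformin exceeded these by 1.97 (adjusted p = 2.9e-06) and 1.83 (adjusted p = 8.2e-06) on the log2 scale. CHAC1 was lower in GH plus phenformin than in 2DG, at -2.30 (adjusted p = 3.8e-05), and higher than in 2DG plus phenformin, at 2.28 (adjusted p = 4.9e-05). HERPUD1 in GH plus phenformin differed from 2DG plus phenformin by 1.93 (adjusted p = 8.9e-13), and the difference from 2DG, -0.15 (adjusted p = 0.057), did not pass the test. KLF6, which all 3 treatments raised, differed from 2DG by 0.40 (adjusted p = 3.6e-06) in GH plus phenformin and 1.31 (adjusted p = 4.0e-12) in 2DG plus phenformin. For TXNIP the difference between GH plus phenformin and 2DG was -6.20 (adjusted p = 4.9e-20). The paper reads a difference between 2DG and the combinations from its principal components (Figure 7A). It goes on to the numbers of responding genes, their small overlap in the Venn diagrams and the hierarchical clustering (Figure 7C). After the functional categories of each gene list it concludes that the responses to 2DG and to the combinations are distinct.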

Previous transcriptomic studies have investigated the effects of metformin [46], which allowed us to investigate and determine whether genes that are known to frequently respond to metformin also responded to the treatments used in the present study. We observed that, among the 21 genes known to be frequently upregulated by metformin [46], 7 genes responded to at least one of the treatments in our study. Interestingly, these genes were not upregulated by phenformin alone, most likely due to the low dose (100 µM) and short duration of exposure (2 h) used in our study, but their expression was induced when phenformin was combined, under the same experimental conditions, with either 2DG or GH (Supplemental Table S3) [46]. These results demonstrate that both 2DG and GH potentiate the transcriptional responses observed following phenformin treatment in a rapid manner. 

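GDF15, DUSP1 and CHAC1 did not pass the test in phenformin alone and were higher once 2DG or GH was added. Whether they are among the metformin genes of the paper was not checked here. GDF15 exceeded its level in phenformin by 2.45 (standard error 0.24, adjusted p = 5.2e-06) on the log2 scale in GH plus phenformin and by 4.07 (standard error 0.24, adjusted p = 1.1e-08) in 2DG plus phenformin. DUSP1 did so by 1.68 (standard error 0.089, adjusted p = 9.9e-09) and 1.74 (standard error 0.089, adjusted p = 3.5e-09). CHAC1 exceeded phenformin by 3.11 (standard error 0.26, adjusted p = 1.3e-06) in GH plus phenformin and 0.83 (standard error 0.26, adjusted p = 0.012) in 2DG plus phenformin, but in the latter it was lower than in 2DG alone, by -4.58 (adjusted p = 2.5e-08). The other agent alone raised some of these genes. GDF15 stood at an FPKM of 2.33 to 2.96 in 2DG and 0.303 to 0.62 in DMSO, and CHAC1 at 0.712 to 0.864 in GH and 0.048 to 0.118 in DMSO. A level above that in phenformin alone therefore does not show that the other agent strengthened a response to phenformin. For DUSP1 the excess over the sum of the single effects is given above. CTGF and KLF6, which had risen in phenformin alone, were higher still in GH plus phenformin, by 0.96 (adjusted p = 4.9e-10) and 1.12 (adjusted p = 3.0e-11), and in 2DG plus phenformin, by 0.88 (adjusted p = 7.0e-10) and 2.03 (adjusted p = 1.6e-14). At the paper's thresholds 29 genes were higher and 18 lower in GH plus phenformin than in phenformin, and 59 and 85 in 2DG plus phenformin. With the Benjamini-Hochberg threshold the genes at a fold of at least 2 were 464 higher and 30 lower for GH plus phenformin, or 60 and 36 after the GC and length correction, and 776 and 109 for 2DG plus phenformin, or 107 and 88. Without DMSO C and GH plus phenformin A, a choice made after the data were seen, 186 and 252 genes were called in all.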

Among the downregulated genes, the two genes TXNIP and ARRDC4, which are known to play functional roles in glucose uptake, are frequently found to be downregulated by metformin [46]. 

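ARRDC4 (ENSG00000140450, chromosome 15 from 97960698 to 97973838, plus strand) encodes an alpha-arrestin that, like its paralog TXNIP, restrains glucose uptake. Its FPKM was 9.21 ± 0.620 in DMSO and 5.27 ± 0.221 in phenformin (SD, n = 3), 1.75-fold lower, with a log2 fold change of -0.79 (standard error 0.067, adjusted p = 4.3e-05). In GH plus phenformin it was 1.76 ± 0.192, 5.24-fold lower than in DMSO, a log2 fold change of -2.33 (standard error 0.067, adjusted p = 4.8e-12), and -1.54 (standard error 0.067, adjusted p = 8.7e-10) against phenformin alone. Every library of GH plus phenformin lay below every DMSO library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow), and so did every library of phenformin. Against GH alone the difference was 0.12 (standard error 0.067, adjusted p = 0.27), which did not pass the test and was 0.22 (adjusted p = 7.1e-04) after the GC and length correction. In 2DG plus phenformin ARRDC4 stood at 21.8 ± 0.725, a change of 1.24 (standard error 0.067, adjusted p = 5.5e-09).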

In our study, AARDC4 was not affected by phenformin alone but was approximately 5-fold downregulated by GH plus phenformin. Regarding TXNIP, we did observe the downregulation of TXNIP by phenformin alone, and this downregulation was strongly potentiated by the combo treatment of GH plus phenformin. 

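TXNIP (ENSG00000265972, chromosome 1 from 145992435 to 145996600, minus strand) stood at an FPKM of 107 ± 2.51 in DMSO and 41.8 ± 0.364 in phenformin (SD, n = 3), 2.57-fold lower, with a log2 fold change of -1.36 (standard error 0.046, adjusted p = 2.0e-10). In GH plus phenformin it stood at 3.03 ± 0.170, 35.4-fold lower than in DMSO, with a log2 fold change of -5.10 (standard error 0.046, adjusted p = 8.4e-19). The log2 difference was -3.74 (standard error 0.046, adjusted p = 7.8e-17) from phenformin alone and 1.24 (standard error 0.046, adjusted p = 2.4e-10) from GH alone. The combination lay above the sum of the single effects, by 2.60 (standard error 0.064, adjusted p = 2.5e-12). In 2DG plus phenformin TXNIP was at 211 ± 9.58, against 229 ± 5.23 in 2DG, a difference of -0.12 (standard error 0.046, adjusted p = 0.11) that did not pass the test, and higher than in DMSO by 0.97 (standard error 0.046, adjusted p = 1.2e-09). The libraries of each treatment lay wholly below or above those of DMSO (exact two-sided permutation test, p = 0.1 each, the smallest p possible with 3 against 3).

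**Figure D3:**
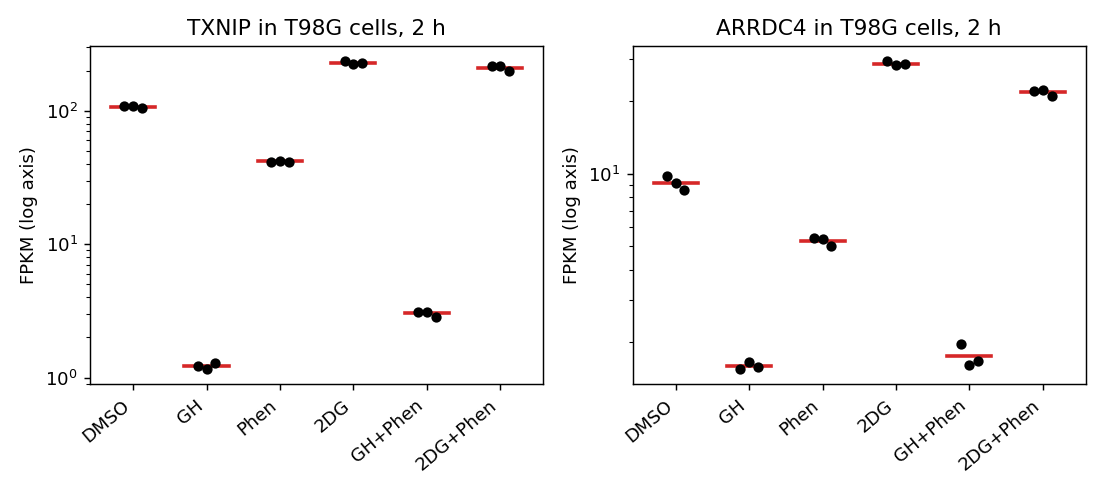
FPKM of TXNIP and ARRDC4 in each library, on a log axis, by treatment. Points are the 3 libraries of each treatment and red lines their means, and TXNIP runs from 1.22 in GH to 229 in 2DG.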

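In GH-treated cells TXNIP fell to an FPKM of 1.22 ± 0.0590 (SD, n = 3), 1.14% of its level in DMSO and 87.7-fold lower, with a log2 fold change of -6.34 (standard error 0.046, adjusted p = 3.5e-20). ARRDC4 fell to 1.60 ± 0.0543, 5.75-fold lower than in DMSO, with a log2 fold change of -2.45 (standard error 0.067, adjusted p = 3.5e-12). For both genes every GH library lay below every DMSO library (exact two-sided permutation test, p = 0.1, the smallest possible). Of 5 alpha-arrestin genes, which regulate the endocytosis of transporters and receptors, 0 rose and 3 fell (0 and 3 when adjusted over the list alone, 0 and 3 after the GC and length correction) in GH (camera adjusted p = 1.7e-09, or 0.0013 with an estimated correlation, and 1.4e-08 and 0.0015 after the correction). This list holds TXNIP and ARRDC4, which the paper reports from these same libraries, so its tests are no independent support for the family. ARRDC3, another member, changed by -0.48 (standard error 0.070, adjusted p = 8.9e-04) in GH, and ARRDC1, at 0.35 (standard error 0.25, adjusted p = 0.56), did not pass the test. In phenformin 0 rose and 2 fell (0 and 4 when adjusted over the list alone, 0 and 3 after the GC and length correction) (camera adjusted p = 1.6e-09, or 0.0013 with an estimated correlation, and 3.2e-09 and 0.0013 after the correction), in GH plus phenformin 2 rose and 2 fell (2 and 3 when adjusted over the list alone, 1 and 3 after the GC and length correction) (camera adjusted p = 0.026, or 0.094 with an estimated correlation, and 0.017 and 0.080 after the correction) and in 2DG 4 rose and 0 fell (5 and 0 when adjusted over the list alone, 3 and 1 after the GC and length correction) (camera adjusted p = 9.5e-05, or 0.012 with an estimated correlation, and 0.0012 and 0.024 after the correction). The call in GH plus phenformin was lost without GH plus phenformin A (adjusted p = 0.096) and without it and DMSO C (0.14), the latter a choice made after the data were seen. In 2DG TXNIP and ARRDC4 rose, by 1.10 (standard error 0.046, adjusted p = 4.7e-10) and 1.63 (standard error 0.067, adjusted p = 4.7e-10).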

Interestingly, both TXNIP and ARRDC4 were strongly downregulated by GH alone, further confirming our results from biochemical analyses that GH may play a role in regulating glucose metabolism.

### 2.8. Gnetin H Substantially Reduces TXNIP Protein Expression and Both GH and 2DG in Combination with Phenformin Enhances p-AMPK

A western blot analysis was performed on T98G cells to confirm the RNA-Seq data (Figure 8A–C). As expected, we observed a marked decrease in TXNIP protein expression following 3 h of treatment with GH alone, while 2DG slightly increased expression (Table 1 and Table 2). Phenformin treatment alone also slightly reduced TXNIP protein levels.

Additionally, we measured the protein levels of key mediators of pathways involved in the regulation of cell metabolism. We observed that treatment with GH or 2DG alone slightly increased p-AMPK levels, while GH or 2DG in combination with phenformin substantially enhanced p-AMPK protein levels. GH in combination with phenformin substantially reduced both c-myc and p-AKT protein levels. Levels of c-myc were also reduced by 2DG in combination with phenformin.

GH plus phenformin substantially increased the levels of p-JNK, while 2DG plus phenformin did not. GH alone enhanced p-ERK levels, and when combined with phenformin, p-ERK levels were further enhanced. In contrast, p-ERK levels were reduced by 2DG plus phenformin. GH plus phenformin enhanced p-p38, while 2DG plus phenformin did not (Figure 8C and Table 3).

## 3. Discussion

Cancer cells are characterized by uncontrolled growth, survival advantages, and metastatic potential. Neoplastic cells display an altered metabolism that provides them with a selective advantage by supporting uninterrupted growth. High-rate glycolytic flux supports cancer cells ability to generate building blocks and ATP for rapid tumor growth [17,19,22,47,48].

Gnetin H extracted from *P. suffruticosa* seeds can suppress the growth of various cancer cells in vitro [10,11,12,13,14,15]. We isolated and identified five compounds from a peony seed ethanolic extract: paeoniflorin, a monoterpenoid glycoside, and the oligostilbenes ε-viniferin, suffructisols A and B, and gnetin H.

Using the human glioblastoma cell line T98G, we tested the effect of these compounds on cell proliferation using escalating doses in time-course experiments. We observed that the resveratrol trimers suffructisols A and B, and gnetin H, were able to induce a dose- and time-dependent reduction in T98G proliferation as measured by a tetrazolium salt-based proliferation assay. Additionally, we observed that gnetin H was the only compound that inhibited media acidification at sublethal doses, showing the signature of a glycolysis inhibitor. This observation led us to investigate the anticancer activity of gnetin H using an assay that measures the activity of intracellular proteases, which is independent of cellular metabolism. By protease assay, we observed that GH dramatically decreased cell growth and that it had a cytostatic effect at the concentrations of 8 and 10 µM.

By treating additional cell lines, such as the murine B16 melanoma cells, we observed that the level of sensitivity, rather than the effect of GH is cell-line dependent. The highly glycolytic melanoma cell line B16 had an IC_50_ at 24 h of 4 µM, while the glioblastoma T98G was more resistant to an IC_50_ of 8 µM.

Cancer cells display a glycolytic phenotype with increased utilization of glucose and concomitant synthesis of lactate. Glycolytic flux results in increased lactate levels, which lead to the acidification of the cell culture medium [49]. We first studied in a time-course experiment the effect of the lowest dose of GH on B16 and T98G cells, and we detected, starting as early as 1 h post-treatment, a strong reduction in the extracellular lactic acid when compared to the solvent control. To maintain a sustained rate of glycolysis, lactate generated in glycolytic flux is exported by monocarboxylic transporters (MCT). Selective inhibition of MCTs has the potential to inhibit glycolysis in many cancer types [50], therefore we hypothesized that GH could inhibit the transport of lactate in the culture medium, causing an accumulation of intracellular lactic acid. Our data clearly demonstrated that GH does not inhibit lactate export in a cotreatment with ADZ3965, an MCT-1 inhibitor, but rather inhibits lactic acid production in B16 cells, whereas GH treatment did not. Since GH prevented the accumulation of lactic acid when combined with ADZ3965, it suggests that GH inhibits lactic acid production.

Transport of glucose uptake is the first step occurring in glycolysis [51]. It has been reported that targeting the uptake of glucose may efficiently inhibit glycolysis [19]. We demonstrated that GH does not inhibit the uptake of glucose in B16, and T98G, as shown by flow cytometry using the glucose analog 2-NBDG. Phloretin, an inhibitor of glucose transporters, effectively reduced the uptake of glucose when compared to the control samples, and treatment with GH did not show any effect on glucose transport. Collectively, these findings suggest that GH inhibits glycolysis by targeting an enzymatic reaction within the glycolysis pathway and that this inhibits lactic acid production.

Several reports suggest that targeting glycolysis may be used as a potential therapeutic approach either alone or in combination with existing therapies for cancer treatment [31,33,39,52,53,54,55]. Induction of metabolic catastrophe in cancer cells through the targeting of metabolic pathways is conceived as an attractive strategy to uproot tumors, which are resistant to chemotherapeutic regimens. Additionally, it has been proposed that targeting cellular metabolism may improve the response to cancer therapeutics and may devise strategies to overcome drug resistance in cancer therapy [56,57,58].

Recent studies focused on energy metabolism rewiring in cancer cells have shown promising results both in vitro and in vivo [31,33,55,59]. The biguanides metformin and phenformin inhibited mitochondrial complex-1 and showed antitumor effects [55,60,61,62]. Simultaneous targeting of glycolysis and mitochondrial complex 1 leads to cell death by targeting the metabolic plasticity of cancer cells. It has been demonstrated that inhibition of glycolysis pushes cancer cells to switch from glycolysis to OXPHOS for ATP generation depending on the availability of oxygen and nutrients [63]. This prompted us to investigate metabolic homeostasis by treating cancer cells with GH and other metabolic inhibitors in combination with an inhibitor of OXPHOS. Targeting metabolic pathways with glycolytic inhibitors, such as 2-DG, 3-bromopyruvate, DCA, oxamate, and drugs interfering with the reducing equivalents of cells have shown promising outcomes in preclinical studies [59,64]. In addition, targeting the lactate generation pathway in combination with mitochondrial inhibitors is appealing, especially in highly glycolytic cancers.

We demonstrated that treatment with 2DG alone mostly affected cancer cell viability when compared to GH and the other glycolytic inhibitors. Interestingly, the combination treatment of GH and phenformin was highly cytotoxic when compared to 2DG/phenformin. Miskimins et al. suggested that the simultaneous inhibition of glycolysis and complex I induced apoptosis in cancer cells. However, apoptosis mostly depends on the p53 status of the cells [64]. We showed that treatment with phenformin or GH alone had a negligible effect on early apoptosis, while the combination of the two active compounds strongly induced early and late apoptosis. By protease assay, we also observed that treatment with either GH or phenformin alone had a cytostatic effect, while their combination exhibited a strong synergistic effect and led to a statistically significant decrease in cell viability.

Although specific energy and nutrient sensors, such as AMP-activated protein kinase (AMPK), act as the protective response to nutrient deprivation conditions, AMPK activation might target signaling pathways associated with tumorigenesis and inhibit tumor progression. We report that AMPK, upon combination treatment of GH and phenformin, initiates a signaling cascade resulting in the activation of pAMPK, pJNK, and pERK and p-p38 pathways with concomitant induction of cell death in glioblastoma cells. In addition, enhanced p-AMPK levels are considered a marker of metabolic catastrophe and ATP depletion [65,66].

To the best of our knowledge, we are the first research group to present evidence supporting the role of gnetin H as a glycolysis inhibitor. We demonstrated that the treatment of cancer cells with GH purified from peony seeds is not only cytostatic but also simultaneously reduces the synthesis of lactic acid and the expression of TXNIP. Our data suggest that GH, when used in combination with an OXPHOS inhibitor, such as phenformin, could treat various cancers through metabolic modulation, as this combination induces metabolic catastrophe and apoptosis. Our current study involving this novel combination treatment could pave the way for future preclinical and clinical studies to investigate the potential of these compounds for therapy-resistant cancers.

## 4. Materials and Methods

### 4.1. Cell Lines and Culture Conditions

Human glioblastoma (T98G), and murine melanoma cell lines (B16–F10) were obtained from the American Type Culture Collection (Manassas, VA, USA). Cells were routinely cultured in Dulbecco’s Modified Eagles Medium (DMEM) supplemented with 10% heat-inactivated fetal bovine serum (Hyclone, Logan, UT, USA), penicillin (100 U/mL), streptomycin (100 μg/mL) (Invitrogen Life Technologies, Waltham, MA, USA), and maintained at 37 °C in a 5% CO_2_ humidified incubator (Thermo-Fisher Scientific, Waltham, MA, USA).

### 4.2. Gnetin H Extraction and Purification and Other Reagents

Dichloroacetate (DCA), oxamate, 2-deoxy-d-glucose (2DG), 3-bromopyruvate (3BrPA), and phenformin (Phen) were purchased from Cayman Chemicals (Ann Arbor, MI, USA). The oligostilbene trans-gnetin H (GH) was purified from *P. suffruticosa* seeds, authenticated at the NCNPR and School of Pharmacy, UM. *P. suffruticosa* extract was prepared via 70% EtOH extraction. Pure GH was prepared by LC prep/semiprep columns, and identity/purity reconfirmed by LC/MS and NMR. Quantitative LC analysis was conducted using an Agilent 1100 LC system controlled by Chemstation software v. L01.11 (Agilent Technologies, Santa Clara, CA, USA). The analysis was carried out on RP-C18 column with column oven temperature set at 25 °C and using the gradient system of HPLC grade eluent water (A) and acetonitrile (B) at a flow rate of 1.0 mL/min and injection volumes of 50–100 µL at wavelengths of 254, 280, and 325 nm. Acetic acid was added as a modifier to achieve a final concentration of 0.1% in each solvent. A stock of standard solution of high-purity marker compound was prepared in methanol as an appropriate solvent to ensure complete solubility. Serial dilutions were prepared from the stock solutions to create a calibration curve. Linear regression equation (y = mx + c) was calculated by the least-square regression method to determine the linearity.

### 4.3. Cell Viability: WST-8 Assay

T98G cells (3000 cells/well), and B16-F10 cells (1000 cells/well) were seeded in 384-well tissue culture-treated microplates (Falcon, Franklin Lakes, NJ, USA). After 24 h, cells were treated with either solvent (PBS or DMSO) control, GH (4–10 µM), Phen (100 µM), DCA, oxamate, 2DG (25 mM), 3BrPA (25 µM) or the combination of drugs and Phen using an Agilent Bravo automated liquid handling system (Agilent Technologies, Santa Clara, CA, USA). Cells were treated either for 24, 48 h or over a time course from day 0 up to day 3. WST-8 reagent (Sigma–Aldrich, St. Louis, MO, USA) was added to each well as per manufacturer’s instructions and incubated for 2 h at 37 °C. The absorbance was measured at 450 nm using a Spectramax M2e microplate reader (Molecular Devices, San Jose, CA, USA).

### 4.4. Cell Viability: Protease Assay

T98G cells (3000 cells/well) were seeded in 384-well tissue culture treated black-walled, clear-bottom microplates (Corning Life Sciences, Tewksbury, MA, USA). After 24 h, cells were treated with either solvents (PBS or DMSO) control, GH, Phen, or the combination of GH and Phen using an Agilent Bravo automated liquid handling system (Agilent Technologies, Santa Clara, CA, USA). CellTiter-Fluor™ Cell Viability Assay (Promega, Madison, WI, USA, Cat.# G6080) was performed following manufacturer protocol to measure live-cell protease activity in cells treated from day 0 to day 3. Briefly, cells were treated with drugs in 25 µL and, at indicated time points, an equal volume of GF-AFC substrate was added. The cleaved compound generates a fluorescence signal proportional to the number of living cells. After 30 min of incubation at 37 °C, the signal was measured using a Spectramax M2e microplate reader (380–400 nm Ex/505 nm Em) (Molecular Devices, San Jose, CA, USA).

### 4.5. Extracellular Lactic Acid Measurement

Lactate measurement in cell extracts or in culture medium was estimated, as described previously [41]. In brief, B16–F10 and T98G cells were plated in tissue culture-treated 96-well plates (Corning Life Sciences, Tewksbury, MA, USA) at a density of 1.5 × 10^4^ cells/well. After 24 h, the media was replaced with fresh growth media containing the solvent control (DMSO) or GH (4 µM). Media was collected at incremental time points, and lactate concentration was determined by an enzymatic assay, which results in a colorimetric (570 nm) product, proportional to the lactate present in the medium. The assay was performed using a commercially available kit (MAK064, Sigma-Aldrich, St. Louis, MO, USA), according to the manufacturer’s instructions. Experiments were performed in triplicate for each treatment (*n* = 3).

### 4.6. Intracellular Lactic Acid Measurement

For the intracellular lactate measurement, the B16-F10 cells (1.5 × 10^4^ cells/well) were plated in tissue culture-treated 96-well plates (Corning Life Sciences, Tewksbury, MA, USA). After 24 h the media was replaced with fresh media containing the vehicle control (DMSO), GH (4 µM), AZD (AZD3965, MCT-1 inhibitor), or GH/AZD for 3 h. Cells were washed 3× with PBS and lysed in 100 mM Tris-EDTA (TE) buffer containing 0.01% NP-40 followed by three freeze-thaw cycles. Samples were filtered with a 10 KDa filter, and the lactate concentration in the cell lysates was determined by an enzymatic assay, which results in a colorimetric (570 nm) product, proportional to the lactate present. The assay was performed using a commercially available kit (cat#MAK064, Sigma-Aldrich, St. Louis, MO, USA), according to the manufacturer’s instructions. Values were normalized to protein contents present in the samples. Experiments were performed in triplicate for each treatment (*n* = 3).

### 4.7. Seahorse Extracellular Flux Analysis

Glycolytic capacity was assessed by extracellular flux analysis using the Seahorse XFe96 Analyzer (Agilent, Santa Clara, LA, USA). T98G cells were seeded into a 96-well Seahorse culture plate overnight (10,000 cells per well) in DMEM culture medium. Cells were nutrient-starved in basal Seahorse medium for 1 h at 37 °C in a non-CO_2_ incubator prior to assays. Glycolysis was assessed by changes in the extracellular acidification rate (ECAR) using the glycolysis stress test kit (Agilent#103020-100). Either phenformin (100 µM), gnetin H (10 µM), or the combination was injected into the cell medium following basal ECAR measurements. Glucose was then injected into the medium (10 mM) to assess basal glycolysis, followed by oligomycin (1 µM) to measure maximal glycolysis, and finally 2-deoxyglucose (50 mM) to measure glycolysis specificity.

### 4.8. 2-NBDG Uptake Assay

T98G cells (1.0 × 10^5^ cells/well) were plated in a 24-wells plate (Corning flat bottom tissue culture treated plates, Corning Life Sciences, Tewksbury, MA, USA). After 24 h, the cell culture medium was removed, and cells were treated with 100 µg/mL of 2-NBDG (2-(N-(7-nitrobenz-2-oxa-1,3-diazol-4-yl) amino)-2-deoxyglucose, Thermo-Fisher Scientific) alone or in combination with GH, or phloretin, in 400 µL of DMEM glucose free, supplemented with sodium pyruvate, glutamax, p/s, and 0.5% FBS. Cells were incubated at 37 °C with 5% CO_2_ for 1 h. Subsequently, cells were trypsinized and washed with 1× FACS buffer. Cells were acquired with a BD FACSCalibur flow cytometer (Becton Dickinson, Mountain View, CA, USA). Forward Scatter (FSC) vs. Side Scatter (SSC) plots were used to exclude dead cells and nonspecific cellular debris. The mean fluorescence intensity (MFI) of 2-NBDG was measured, and the data were analyzed using the CellQuest Pro software v. 5.1 (BD Biosciences, Franklin Lakes, NJ, USA).

### 4.9. Detection of Apoptosis by Annexin-V/Propidium Iodide Staining

To evaluate apoptotic cell death, we treated T98G cells with GH 4 µM, phenformin 100 µM (Cayman Chemicals, Ann Arbor, MI, USA) alone or in combination, for 48 h. Cells were stained with Annexin V-FITC and propidium iodide (PI) according to the manufacturer’s protocol (Clontech, Palo Alto, CA, USA) and analyzed by flow cytometry. Samples were acquired with BD FACSCalibur (Becton Dickinson, Mountain View, CA, USA), and the data was analyzed using the CellQuest Pro software (BD Biosciences, Franklin Lakes, NJ, USA).

### 4.10. RNA-Seq Analysis

T98G cells were treated with solvent (DMSO), 2DG (10 mM), Phen (100 μM), GH (8 μM), 2DG (10 mM) + Phen (100 μM), or GH (8 µM) + Phen (100 μM) for 2 h. After treatment, cells were washed twice with PBS buffer and resuspended in the lysis buffer provided in the Qiagen RNeasy Mini Kit (Qiagen Inc., Valencia, CA, USA). Cells were homogenized for 30 s at 25,000 rpm using a PT3100 polytron (Brinkmann Instruments Inc., Westbury, NY, USA). Subsequent RNA isolation steps were performed according to the kit instructions, and an on-column RNase-free DNase I treatment was included during the procedure. The RNA concentration was determined spectrophotometrically, and the RNA quality was assessed on the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Sequencing libraries were generated with 3 µg of total RNA using the Illumina TruSeq Stranded mRNA Sample Preparation Kit. The libraries were assessed for size and purity using the Agilent 2100 Bioanalyzer and quantitated by qPCR using a KAPA Biosystems Library Quantitation kit. Libraries were normalized, pooled, and diluted to a loading concentration of 1.8 pM, loaded on an Illumina High-Output Flow Cell, and sequenced on the Illumina NextSeq 500 instrument (Illumina, San Diego, CA, USA). The sequencing run generated ~20 million 150-bp paired-end reads per sample, and all run metrics, including cluster densities and total sequence yields, were within the recommended parameters.

Data analysis was performed using the Qiagen CLC Genomics Workbench (CLCGxWB) version 11 software. Quality assessment of the reads indicated that the average median score at each base across the reads in each sample was Q > 30. The reads were mapped to the *H. sapiens* reference genome (GRCh38 assembly, Ensemble Release 89), using default parameters with a strand-specific alignment protocol. The mapping report indicated that all metrics fell within the recommended parameters, with >80% of the reads per sample mapping to the reference genome. The mapping results generated values for fragments per kilobase of exon per million reads mapped (FPKM) for each gene. The FPKM values were used to generate a PCA plot with CLCGxWB software, to assess the relatedness among the samples. The “Differential Expression for RNA-Seq” tool in CLCGxWB software was used, using default parameters, to identify differentially expressed genes between compound-treated and solvent-treated samples. Genes that had a fold-change of ≥2, a Bonferroni-corrected *p*-value of ≤0.05, and a maximum group mean FPKM of ≥1 (i.e., the maximum of the average FPKM across the two groups in each statistical comparison) were considered to be significantly differentially expressed. Gene ontology (GO) enrichment analysis was conducted to distribute the responding genes into GO-based biological process categories using the PANTHER classification system [67] available at the Gene Ontology Consortium website (geneontology.org). Hierarchical cluster analysis was performed using Gene Cluster 3.0 [68] with the Pearson correlation similarity metric and the average linkage clustering method, and the resulting heat map was generated using Java Tree View [69].

RNA-Seq data accession number: The RNA-Seq data described in this article are accessible through accession No. GSE224692 at NCBI’s Gene Expression Omnibus database.

### 4.11. Immunoblotting

Whole-cell lysates were prepared, and immunoblotting was performed as described previously [41]. In brief, the cells were washed with ice-cold PBS x1 and lysed in ice-cold RIPA lysis buffer supplemented with protease and phosphatase inhibitors. The cell lysates were centrifuged at 13,000× g for 20 min and supernatants were used for immunoblotting. Equal amounts of protein samples (50 μg) were resolved on 4–15% SDS-polyacrylamide gel and then transferred onto a nitrocellulose membrane (BIO-RAD, Hercules, CA, USA). The membranes were blocked with TBS blocking buffer (LI-COR, Lincoln, NE, USA) and probed with antibodies against pJNK, pERK, pAMPK, p-P38, p38, c-myc and TXNIP diluted 1:1000 (Cell Signaling Technology, Inc., Danvers, MA, USA). Anti-β-actin antibody was used as housekeeping control on membranes that were stripped of the other primary antibodies (Cell Signaling Technology Inc., Beverly, MA, USA). After washing, the membranes were incubated with HRP-conjugated secondary antibodies diluted 1:4000 (Santa Cruz Biotechnology, Paso Robles, CA, USA) and detected by chemiluminescence using a Li-Cor Odyssey scanner (LI-COR Biosciences, Lincoln, NE, USA).

### 4.12. Statistical Analysis

Values are represented as mean ± standard error (S.E.). A TWO-WAY ANOVA/Tukey’s multiple comparisons test or a two-way ANOVA/Dunnett’s multiple comparisons test were performed using a commercially available software GraphPad Prism 9.0 (GraphPad Software Inc, San Diego, CA, USA) and the *p*-value ≤ 0.05 was considered significant.

## 5. Conclusions

We presented evidence supporting the role of gnetin H as a glycolysis inhibitor and demonstrated that treatment of cancer cells with GH purified from peony seeds reduces the synthesis of lactic acid and the expression of TXNIP and is cytostatic. Combined treatments of GH with an OXPHOS inhibitor, such as phenformin, induce metabolic catastrophe and apoptosis, paving the way for future preclinical and clinical studies to investigate the potential of these compounds for therapy-resistant cancers.

## Figures and Tables

**Figure 1:**
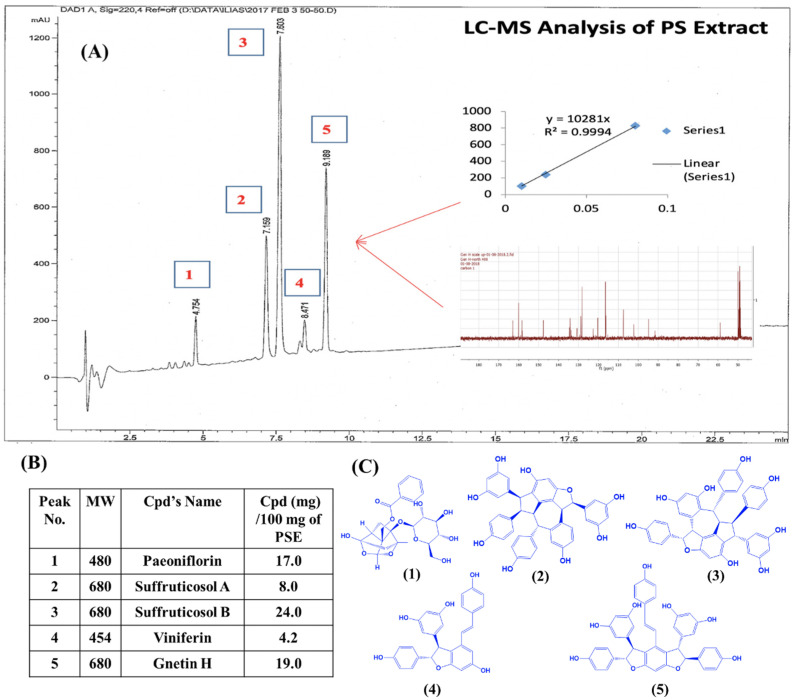
*P. suffruticosa* seed extract characterization. LC-MS analysis of the *P. suffruticosa* seed extract fractions (**A**), their relative percentage (**B**), and their chemical structures (**C**).

**Figure 2:**
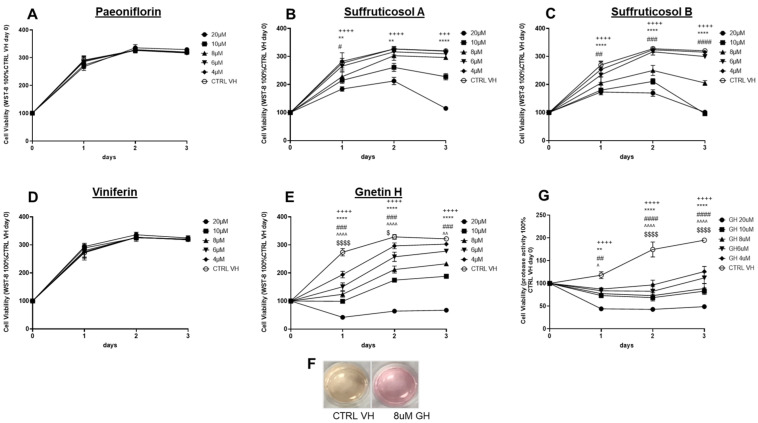
T98G cell proliferation, cell metabolism, and acidification of the cell culture medium following GH treatment. T98G cells treated with incremental concentrations (4–20 µM) of paeoniflorin (**A**), Suffructicosols A (**B**), and B (**C**), ε-viniferin (**D**), and GH (**E**) up to 3 days, and proliferation was measured by using a WST-8 cell proliferation kit). Data are representative of three biological repeats (±SEM) analyzed by 2-WAY ANOVA/Dunnett’s multiple comparisons test; +++ *p ≤* 0.001, ++++ *p ≤* 0.0001, ** *p ≤* 0.01, **** *p ≤* 0.0001, # *p ≤* 0.05, ## *p ≤* 0.01, ### *p ≤* 0.001, #### *p ≤* 0.0001, ^^ *p ≤* 0.01, ^^^^ *p ≤* 0.0001, $ *p ≤* 0.05, $$$$ *p ≤* 0.0001. (if the symbol is: +) CTRL VH vs. GH 20 µM, (if the symbol is: *) CTRL VH vs. GH 10 µM, (if the symbol is: #) CTRL VH vs. GH 8 µM, (if the symbol is: ^) CTRL VH vs. GH 6 µM, (if the symbol is: $) CTRL VH vs. GH 4 µM. GH inhibited cell culture media acidification, and the effect was more distinct after 3 days at higher concentrations (8 µM), suggesting a modulation of cell metabolism and inhibition of glycolysis (**F**). T98G cells were also tested using a cell viability assay based on protease activity, which is independent of cell metabolism (**G**). Data are representative of three biological repeats (±SEM) analyzed by 2-WAY ANOVA/Dunnett’s multiple comparisons tests; ++++ *p* ≤ 0.0001, ** *p* ≤ 0.01, **** *p* ≤ 0.0001, ## *p* ≤ 0.01, #### *p* ≤ 0.0001, ^ *p* ≤ 0.05, $$$$ *p* ≤ 0.0001. (if the symbol is: +) CTRL VH vs. GH 20 µM, (if the symbol is: *) CTRL VH vs. GH 10 µM, (if the symbol is: #) CTRL VH vs. GH 8 µM, (if the symbol is: ^) CTRL VH vs. GH 6 µM, (if the symbol is: $) CTRL VH vs. GH 4 µM.

**Figure 3:**
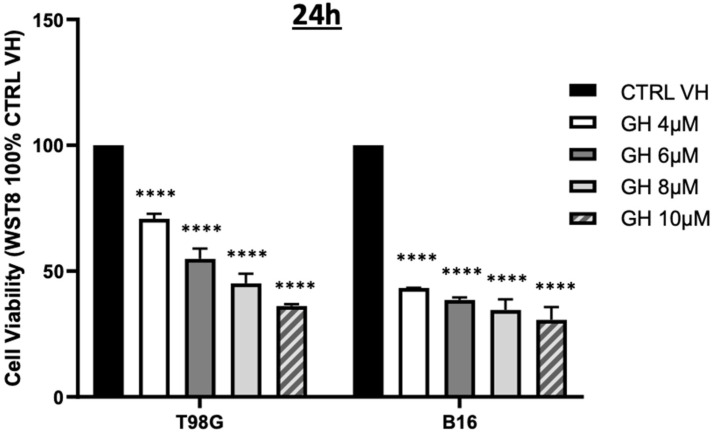
T98G and B16 cell viability following GH treatment. Human glioblastoma T98G and murine melanoma B16 cells were treated with an incremental concentration of GH (4–10 µM) for 24 h and a WST8 assay was used to determine cell viability. Data are representative of three biological repeats (±SEM) 2 WAY ANOVA/Dunnett’s multiple comparisons test; **** *p* ≤ 0.0001.

**Figure 4:**
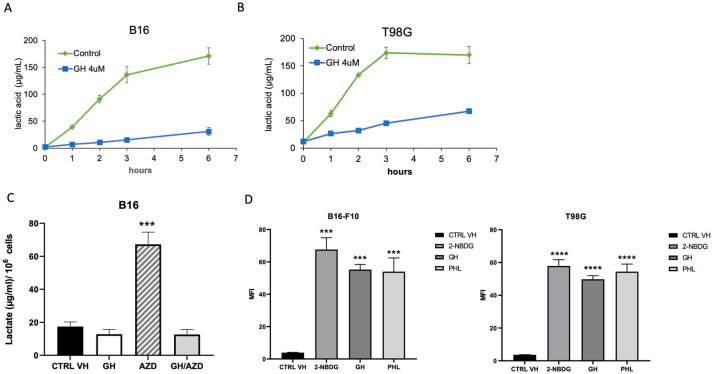
T98G and B16 intracellular and extracellular lactic acid production and glucose transport measurement. B16 (**A**) and T98G (**B**) cells were treated with 4 µM GH and the level of extracellular lactate was measured by sampling the culture medium at 0, 1, 3, and 6 h. Intracellular lactic acid levels were measured in B16 cells (**C**) following 3 h of treatment with 4 µM GH, AZD3965 (100 nM), an MCT-1 inhibitor, or cotreated with GH and AZD3965. Data are representative of three biological repeats (±SEM); one-way ANOVA Dunnet’s multiple comparisons test; CTRL VH vs. single treatment; *** *p* ≤ 0.001. Flow cytometric analysis of fluorescent glucose analog 2-NBDG (100 μg/mL) following treatment with 4 µM GH or phloretin (PHL), a glucose transporter inhibitor in B16 and T98G cells (**D**). Data are representative of three biological repeats (±SEM); (one-way ANOVA, Dunnet’s post-test, *** *p* < 0.001, **** *p* < 0.0001).

**Figure 5:**
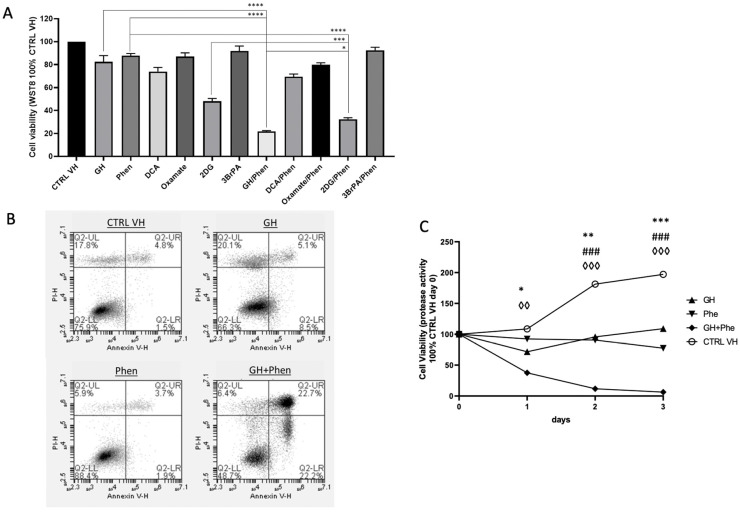
Effects on T98G cells of combined treatment with glycolysis inhibitors and the mitochondrial complex-I inhibitor phenformin. (**A**) T98G cells treated for 48 h with either 4 µM GH or other known glycolysis inhibitors, such as 25 mM dichloroacetate (DCA), 25 mM oxamate, 25 mM 2-deoxy-d-glucose (2DG), 25 µM 3- bromopyruvate (3BrPA), alone or in combination with 100 µM of the mitochondrial complex-I inhibitor phenformin. Data is representative of three biological repeats (±SEM) 2-way ANOVA/Tukey’s multiple comparisons test; * *p* ≤ 0.05, *** *p* ≤ 0.001, **** *p* ≤ 0.0001 (**B**) Assessment of apoptosis (early/late apoptosis) and necrosis following treatment with 4 µM GH alone or in combination with 100 µM phenformin for 48 h by annexin-V/propidium iodide (PI) staining. (**C**) Analysis of T98G viability independent from the effect on cell metabolism using a protease activity-based cell viability assay. T98G cells were treated for 3 days with 8 µM GH, 100 µM phenformin, or the combination of the two was assessed at 24 h. Data is representative of three biological repeats, analyzed by 2-WAY ANOVA/Dunnett’s multiple comparisons test; CTRL VH vs. GH/time point, * *p* ≤ 0.05,** *p* ≤ 0.01, *** *p* ≤ 0.001; CTRL VH vs. Phen/time point, ### *p* ≤ 0.001; CTRL VH vs. GH + Phen/time point, ◊◊ *p* ≤ 0.01, ◊◊◊ *p* ≤ 0.001.

**Figure 6:**
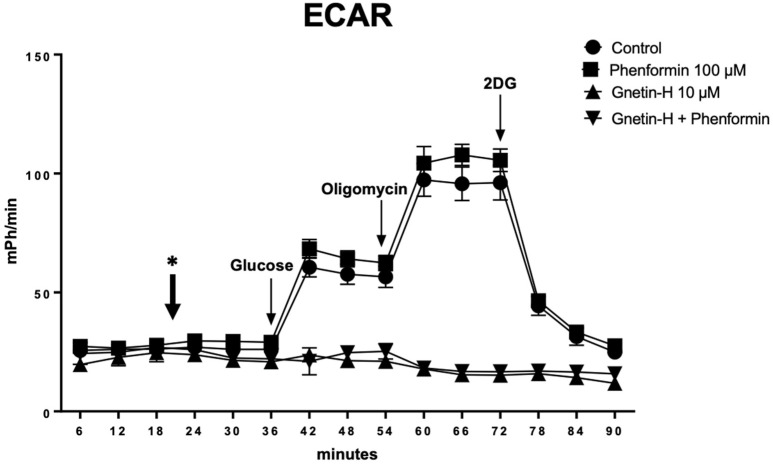
The treatment with GH impairs the glycolytic activity of T98G cells. The glycolytic activity was measured by Agilent SeaHorse XFe96 Analyzer after 20 min of treatment with either phenformin (100 µM), gnetin H (10 µM), or the combination injected into the cell media following basal ECAR measurements. (*) indicates the time of treatment with phen, GH, or the combination. ECAR data are shown as mpH/min normalized to proteins and represent the mean ± SD of *n* = 5 independent measurements under normal cell culture conditions. Glycolytic profiles were obtained using the Agilent SeaHorse Glycolysis Stress Test. The ECAR was measured under glucose starvation and after the sequential addition of glucose (basal glycolysis), oligomycin (maximal glycolysis or glycolytic reserve), and 2-DG (glycolysis specificity).

**Figure 7:**
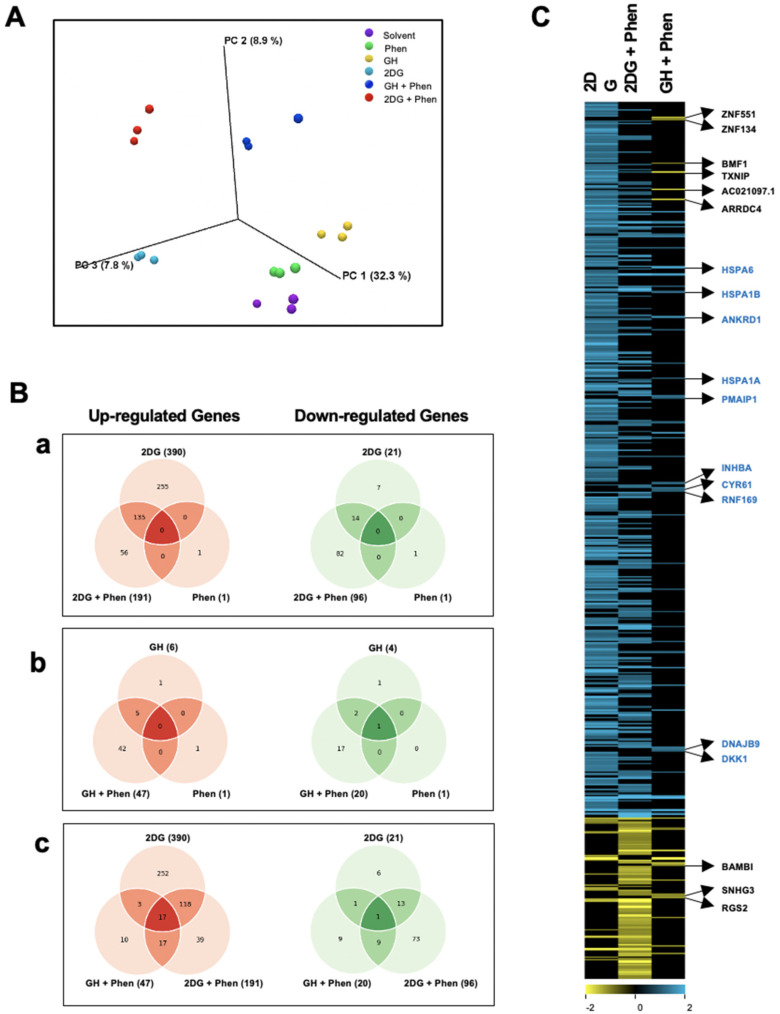
RNA-Seq analysis of T98G cells treated with 2DG, Phen, 2DG + Phen, GH, or GH + Phen. (**A**) The experimental variation between RNA-Seq experiments performed on 3 biological replicate samples was analyzed with a PCA plot. (**B**) Venn diagrams comparing the number of up- or downregulated genes that significantly responded (≥2-fold induction, *p*-value *≤* 0.05) to the different treatments. (**C**) Hierarchical cluster analysis was performed on 566 genes that displayed a ≥2-fold induction (*p*-value *≤* 0.05) response to at least one of the three treatments compared to the solvent control. Blue and yellow colors represent up- and downregulated genes, respectively. The genes listed responded to GH + Phen treatment, but not to 2DG or 2DG + Phen treatment.

**Figure 8:**
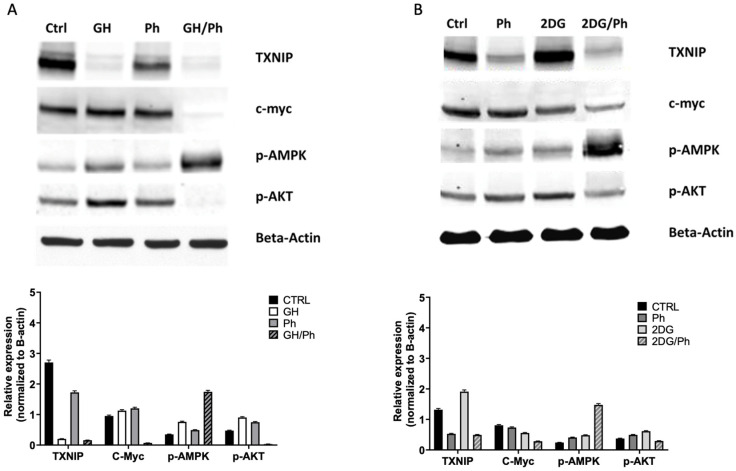

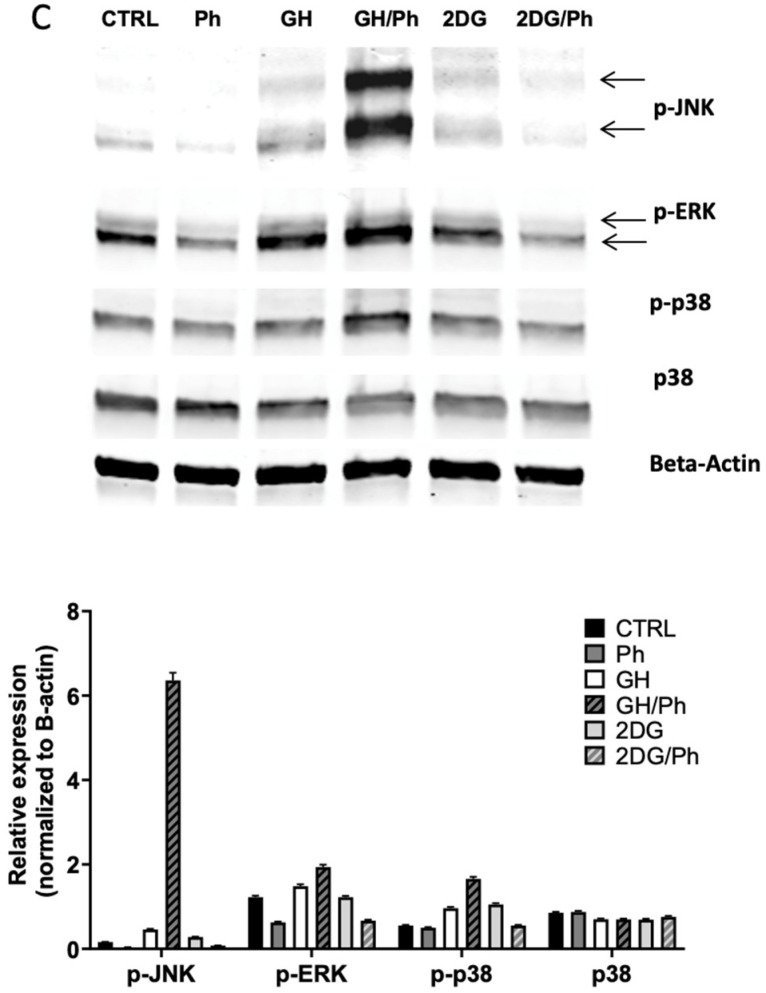
Western blot expression analysis of key mediators of pathways involved in the regulation of cell metabolism following GH treatment in T98G cells. (**A**) Treatment of samples (alone or in combination with GH and phenformin) is indicated above the protein bands. (**B**) Treatment of samples (alone or in combination with phenformin and 2DG) is indicated above the protein bands. Antibodies (TXNIP, c-myc, p-AMPK, and p-AKT) are indicated on the side, *β*-Actin was used as the internal standard. Data is representative of three biological repeats. (**C**) Treatment of samples (alone or in combination with phenformin, GH, and 2DG) is indicated above the protein bands. Antibodies (p-JNK, p-ERK, p-p38, p38) are indicated on the side, *β*-Actin was used as the internal standard. Data are representative of three biological repeats.

**Table 1:** Densitometric analysis of Western blots (relative to Figure 8A).

Dunnett’s Multiple Comparisons Test	Mean Diff.	95.00% CI of Diff.	Below Threshold?	Summary	Adjusted *p* Value
TXNIP					
CTRL vs. GH	2.499	2.387 to 2.611	Yes	****	<0.0001
CTRL vs. Ph	0.978	0.866 to 1.090	Yes	****	<0.0001
CTRL vs. GH/Ph	2.544	2.432 to 2.656	Yes	****	<0.0001
C-Myc					
CTRL vs. GH	−0.175	−0.287 to −0.063	Yes	**	0.0015
CTRL vs. Ph	−0.249	−0.361 to −0.137	Yes	****	<0.0001
CTRL vs. GH/Ph	0.882	0.770 to 0.994	Yes	****	<0.0001
p-AMPK					
CTRL vs. GH	−0.410	−0.522 to −0.298	Yes	****	<0.0001
CTRL vs. Ph	−0.140	−0.252 to −0.028	Yes	*	0.0110
CTRL vs. GH/Ph	−1.392	−1.504 to −1.280	Yes	****	<0.0001
p-AKT					
CTRL vs. GH	−0.428	−0.540 to −0.316	Yes	****	<0.0001
CTRL vs. Ph	−0.273	−0.385 to −0.161	Yes	****	<0.0001
CTRL vs. GH/Ph	0.441	0.329 to 0.553	Yes	****	<0.0001

**Table 2:** Densitometric analysis of western blots (relative to Figure 8B).

Dunnett’s Multiple Comparisons Test	Mean Diff.	95.00% CI of Diff.	Below Threshold?	Summary	Adjusted *p* Value
TXNIP					
CTRL vs. Ph	0.789	0.705 to 0.873	Yes	****	<0.0001
CTRL vs. 2DG	−0.590	−0.674 to −0.506	Yes	****	<0.0001
CTRL vs. 2DG/Ph	0.825	0.741 to 0.909	Yes	****	<0.0001
C-Myc					
CTRL vs. Ph	0.074	−0.009 to 0.158	No	ns	0.0918
CTRL vs. 2DG	0.252	0.168 to 0.336	Yes	****	<0.0001
CTRL vs. 2DG/Ph	0.523	0.439 to 0.606	Yes	****	<0.0001
p-AMPK					
CTRL vs. Ph	−0.165	−0.249 to −0.081	Yes	****	<0.0001
CTRL vs. 2DG	−0.241	−0.325 to −0.157	Yes	****	<0.0001
CTRL vs. 2DG/Ph	−1.232	−1.316 to −1.148	Yes	****	<0.0001
p-AKT					
CTRL vs. Ph	−0.120	−0.204 to −0.036	Yes	**	0.0035
CTRL vs. 2DG	−0.241	−0.325 to −0.157	Yes	****	<0.0001
CTRL vs. 2DG/Ph	0.078	−0.005 to 0.162	No	ns	0.0714

**Table 3:** Densitometric analysis of western blots (relative to Figure 8C).

Dunnett’s Multiple Comparisons Test	Mean Diff.	95.00% CI of Diff.	Below Threshold?	Summary	Adjusted *p* Value
p-JNK					
CTRL vs. Ph	0.125	−0.043 to 0.293	No	ns	0.2098
CTRL vs. GH	−0.299	−0.467 to −0.130	Yes	***	0.0001
CTRL vs. GH/Ph	−6.197	−6.365 to −6.028	Yes	****	<0.0001
CTRL vs. 2DG	−0.118	−0.287 to 0.050	No	ns	0.2530
CTRL vs. 2DG/Ph	0.084	−0.083 to 0.253	No	ns	0.5603
p-ERK					
CTRL vs. Ph	0.594	0.425 to 0.762	Yes	****	<0.0001
CTRL vs. GH	−0.262	−0.430 to −0.093	Yes	***	0.0009
CTRL vs. GH/Ph	−0.714	−0.883 to −0.546	Yes	****	<0.0001
CTRL vs. 2DG	0.001	−0.166 to 0.170	No	ns	>0.9999
CTRL vs. 2DG/Ph	0.553	0.385 to 0.722	Yes	****	<0.0001
p-p38					
CTRL vs. Ph	0.051	−0.116 to 0.220	No	ns	0.8885
CTRL vs. GH	−0.410	−0.579 to −0.241	Yes	****	<0.0001
CTRL vs. GH/Ph	−1.107	−1.276 to −0.938	Yes	****	<0.0001
CTRL vs. 2DG	−0.498	−0.667 to −0.330	Yes	****	<0.0001

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24097741/s1.

How the deposited data were processed for this re-analysis (not part of the article)

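RNA was measured in T98G glioblastoma cells after 2 h in DMSO, GH at 8 µM, phenformin at 100 µM, 2DG, GH plus phenformin or 2DG plus phenformin, with 3 libraries per group and 18 in all. The libraries were made from polyadenylated RNA, kept the strand and were read from both ends. For 2DG the dose is 10 mM in the methods of the paper and in the sample labels and 25 mM in its results text. The replicates are labelled as biological replicates A, B and C, and each library was taken as 1 replicate.

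The authors mapped the reads in CLC Genomics Workbench version 11 to GRCh38 with Ensembl release 89 gene models, with a strand-specific alignment, and deposited 1 table of FPKM values for 55128 genes. Whole fragments can be recovered from the steps of the deposited FPKM values: 25147 of the 25158 genes above 0, or 99.956%, came out whole at a tolerance of 0.001. The libraries held 20262459 mapped fragments on average, from 18417756 to 22497604. At this depth replicate pairs differed by 1.33 to 40.87 times the sampling variance (chi-square per degree of freedom), and no pair differed by less than the sampling noise. The spread between replicates thus exceeded counting error in every pair, in some of them by little. Gene lengths and GC contents came from GENCODE 44, in which 12022 of the tested genes, 99.29%, had a value.

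The design fixed at the start named a count test for the case that counts were given, and for FPKM values limma with a trend on log2(FPKM + 0.1), which was used here. Genes with an FPKM of at least 0.5 in at least 3 libraries, 12108 in number, entered 1 model with a coefficient for each of the 6 groups and 12 residual degrees of freedom (limma version 3.58.1 in R version 4.3.3). Each treatment was compared with DMSO, each combination with its single agents, and the combinations with 2DG and with each other. Interaction terms gave the difference of a combination from the sum of the single effects. Genes rose or fell at a Benjamini-Hochberg adjusted p under 0.05. They were called higher or lower at the paper's thresholds of fold, at least 2, and of Bonferroni p, at most 0.05. A mean FPKM of at least 1 was also required, in any of the 6 groups, where the paper takes the higher of the 2 groups compared. CHAC1 in GH against DMSO and ZNF547 in 2DG plus phenformin against 2DG met this minimum only through other groups. Single genes were also compared by exact permutation tests of 3 libraries against 3, whose smallest p is 0.1. Figures and tables were made with Python version 3.11.15, numpy version 2.4.6, pandas version 2.3.3 and matplotlib version 3.10.9.

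Of the gene lists, 20 were tested with camera, at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists and the 5 treatments. They held targets of the integrated stress response, chaperones and targets of ATF6 and XBP1, targets of HSF1, glycolysis, alpha-arrestins, mitochondrially encoded transcripts, nuclear-encoded complex I subunits, immediate early genes, ERK feedback, YAP and SRF targets, NRF2 targets, metallothioneins, cholesterol and fatty acid synthesis, p53 targets, inflammatory genes, polyamine metabolism, zinc finger genes, snoRNA host genes, cytosolic ribosomal proteins and housekeeping genes. A further list held markers of other cell types and was read as levels only. Some genes are on more than 1 list, among them ATF3, LIF, SLC7A11 and GAPDH. Some lists hold genes that the paper reports from these libraries, among them TXNIP and ARRDC4 in the alpha-arrestins. The tests of such lists are not independent of the paper's results.

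The genes named in the text are those that the paper names in its RNA-Seq text or in Figure 7C and MYC, the 10 called genes with the largest rise and the 10 with the largest fall against DMSO whose libraries do not overlap those of DMSO, and up to 4 members of each list with the smallest adjusted p in a comparison. Table S1 had been read when this rule was written, so the fold changes that the paper gives for its called genes had been seen.

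The model was tested on simulated data for 2DG against DMSO with 200 changed genes among the 12108. With no GC trend it recovered 77.6% of the genes changed 1.5-fold, and 100% of those changed 2-fold and 4-fold, at the Benjamini-Hochberg threshold, with 7 false calls. At the thresholds of the paper it recovered 0%, 44.8% and 100% of them. The shares at 1.5-fold and 2-fold follow largely from the fold of at least 2 that a call requires. With a GC trend between libraries added and not corrected, 4463 unchanged genes were called, and 12 after the correction. The added trend was linear in GC content, with a slope that rose steadily over the libraries in group order. It thus differed mostly between groups, while the real slopes spanned 0.36 among the DMSO libraries, and no simulated change was tied to GC content. These numbers therefore do not show how well the correction works on the real data.

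The alternatives were other scalings (median of ratios, mitochondrial genes left out, quantile normalization), other filters, pseudocounts of 0.01 and 1, a fold of at least 1.5, the Benjamini-Hochberg in place of the Bonferroni threshold, no minimum of FPKM, the replicate letter as a block, only the compared groups in the model, a correction of each library for a smooth trend (splines with 5 degrees of freedom) on the GC content and length of genes, and each library left out in turn. Added after the data were seen were limma voom on the recovered fragments, the GC slope of each library as a covariate, and the model without DMSO C and GH plus phenformin A. Genes whose fragments can be shared with a near-identical copy or an overlapping gene (HSPA1A and HSPA1B, the metallothioneins, AKR1C1 to AKR1C3, POC1B-GALNT4, AC012181.2 within HERPUD1) are uncertain. Table S3 of the paper was not used here, and the Venn diagrams and the heat map were compared by their counts and gene names.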

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

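Chosen after the result was seen were the tests of the GC trend at the Benjamini-Hochberg threshold, on the paper's gene list and on the zinc finger genes, and those of the GC slopes within groups, of exchanged labels, of the count of mitochondrial mRNAs and of the distances between groups.

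In 18 genes the change in GH plus phenformin differed from the sum of the changes in GH and in phenformin at the thresholds of the paper (interaction term, limma). The differences were 2.60 for TXNIP, 2.11 for DUSP1, -1.99 for ZNF878 and 1.91 for HSPA1B, whose fragments can be shared with HSPA1A. In 30 genes the change in 2DG plus phenformin differed from the sum for 2DG and phenformin, by -4.17 for the glutathione-degrading enzyme gene CHAC1, -1.93 for ZNF547, -1.91 for HERPUD1 and -1.85 for SESN2. Between the combinations, PPP1R10 was higher with GH by 2.34 on the log2 scale. Among genes that the paper does not discuss, the mitochondrially encoded transcripts had a median log2 fold change of -0.42 in GH plus phenformin and -0.58 in 2DG plus phenformin, and the zinc finger genes of -0.38 in 2DG plus phenformin.

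At the paper's thresholds 2DG raised 32 genes and lowered 20, and after removal of the GC and length trend 33 were raised and 17 lowered, which argues against that trend as the whole cause of this number. Of the 32, however, 20 kept their call and 12 lost it, and 13 others were called instead. Libraries thinned to the smallest total gave 32.2 raised genes on average, which argues against depth. The share of raised genes, 61.5%, moved by up to 13 percentage points over 3 other scalings. That largest move, with median-of-ratios scaling, was upward and enlarged the excess over the lowered genes. Quantile normalization instead removed the excess, so its presence and size depended on the scaling. At a fold of at least 2 with the Benjamini-Hochberg threshold the correction brought 537 raised genes to 67, and the median log2 fold change of the genes that the paper lists as raised from 1.25 to 0.55, so the GC trend may account for most of these calls. Whether 2DG itself raised GC-rich transcripts cannot be told apart from a difference between libraries, because the GC slope spanned 0.36 among the DMSO libraries against a difference of 0.41 between 2DG and DMSO. Exchanged labels of DMSO C and GH plus phenformin A, the libraries that stood apart, are argued against by TXNIP, at 0.960 times the mean of DMSO A and B in DMSO C and 1.05 times that of B and C in GH plus phenformin A.

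Mitochondrially encoded transcripts were lower in GH plus phenformin, with the rRNAs MT-RNR1 at -1.66 and MT-RNR2 at -1.31 on the log2 scale. Loss of rRNA alone is argued against by the mRNAs, of which 9 of 13 fell (median -0.31, which lay between the bounds written for the median before it was seen). An effect of phenformin alone stays open and cannot be told apart from one of the combination. The median in phenformin was 0.589 of that in GH plus phenformin, which that explanation predicted, but 6 of the 15 transcripts were lower in GH plus phenformin than in phenformin, more than it predicted. In GH 5 of the 15 fell as well (median -0.24) and in 2DG 8 (median -0.21, but 2 of the 15 after the GC and length correction), so an effect of GH, alone or added to that of phenformin, was not excluded and stays open. In the combination 4 of the 15, 2 of them mRNAs, lay below the sum of GH and phenformin and 0 above. The median difference from the sum was nevertheless positive, 0.13 for the 15 and 0.16 for the 13 mRNAs, so the typical transcript fell less than the sum. For the mRNAs the median change was -0.28 in phenformin and -0.31 in GH plus phenformin. With an estimated correlation the list was called in neither treatment (adjusted p = 0.19 in GH plus phenformin and 0.20 in phenformin).

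Zinc finger genes were lower in 2DG plus phenformin, where 231 of 385 fell. After removal of the GC and length trend 199 fell, which argues against that trend as the whole cause, while the median went from -0.38 to -0.24. None of 10000 random lists matched on expression (0 lists, lowest median -0.11) had a median as low, which argues against low expression, and over 3 other scalings at least 219 fell, which argues against the scaling. A candidate explanation is a fall of these transcripts in the treated cells, a hypothesis found and tested on the same data, and with an estimated correlation the call of the list was lost (adjusted p = 0.11), though not after the trend was removed (0.013).

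Other splits of the libraries were counted for each comparison, the real one included. With 3 libraries against 3 there are 10 splits, too few to exclude chance for any single comparison. For genes called at the paper's thresholds 1 of the 10 splits reached the real number in GH (13 genes, highest other split 0), 2DG (52, highest other 0), GH plus phenformin (66, highest other 9) and 2DG plus phenformin (170, highest other 1), and 2 did in phenformin (1, highest other 1). The same held for GH plus phenformin against GH (23, highest other 0), phenformin (47, 0), 2DG (37, 0) and 2DG plus phenformin (28, 1), and for 2DG plus phenformin against 2DG (35, 0) and phenformin (144, 0). For genes that rose or fell 1 split did in GH (717, highest other 1), phenformin (66, 1), 2DG (6662, 0) and 2DG plus phenformin (6522, 1), but 2 did in GH plus phenformin, where DMSO A, DMSO B and GH plus phenformin A against the rest gave 6510 genes, against 3387 for the treatment. This points to a structure of the samples other than the treatment, which the letters of the replicates follow in part. For the other results the labels of all groups concerned were shuffled, so these splits cover only the case that no treatment had any effect. Under 5 of 100 splits were as large for the interactions of GH (18 genes, highest other 7, 1 split as large) and of 2DG (30, highest other 65, 3 splits). The same held for the overlap of the treatments (13 genes, highest other 3), for the number of called gene lists (56, highest other 54) and for the ratio of distances between and within groups (1.42, highest other 1.33). Because the shuffle also removes the single effects, it cannot decide whether a combination differs from their sum. Nor can it decide whether the overlap exceeds what the shared DMSO libraries give. The splits with 65 genes and with 54 lists also point to a structure of the samples, which can match the interaction of 2DG and nearly match the number of called lists, and which this count leaves open.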

How the results depend on the processing

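The alternatives with voom, the GC slope as a covariate, GC-corrected distances and DMSO C with GH plus phenformin A left out were chosen after the data were seen. Of 3122 values of named genes under the alternatives 3000 stayed on the same side of the threshold, 59 were no longer past it and 63 newly passed. Of those past it in the main model 0 changed direction. Of 2300 gene list tests 2190, 89 and 21 did so, and 0 were called in both models with opposite directions. Changes of direction of results not called in the main model were not counted. The chaperones and targets of ATF6 and XBP1 in 2DG plus phenformin, for example, went from below the other genes (camera adjusted p = 0.81) to above them (0.047) after the GC and length correction. Of 714 counts and distances 606 stayed within 1.5 times or the spread, and 108 moved. The cause of each move below was not tested. The count tests planned for a table of counts (DESeq2, edgeR, TMM) were not run, since the values are FPKM.

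Genes called higher and lower at the paper's thresholds moved as follows. With a pseudocount of 1 they numbered 7 in GH, 24 in 2DG, 36 in GH plus phenformin and 66 in 2DG plus phenformin, 13 and 27 for GH plus phenformin against GH and phenformin, 23 for it against 2DG, and 20 and 70 for 2DG plus phenformin against 2DG and phenformin. With only the compared groups in the model they were 7 in GH, 21 in 2DG, 21 in GH plus phenformin and 71 in 2DG plus phenformin, and 7, 21, 10 and 15 for GH plus phenformin against GH, phenformin, 2DG plus phenformin and 2DG. The Benjamini-Hochberg threshold with the fold of at least 2 gave 20, 580, 144 and 505 in GH, 2DG, GH plus phenformin and 2DG plus phenformin, 36, 494, 45 and 59 for GH plus phenformin against GH, phenformin, 2DG plus phenformin and 2DG, 885 for 2DG plus phenformin against phenformin and 31 for the interaction of GH. A fold of at least 1.5 gave 32 in GH, 3 in phenformin, 232 in 2DG, 209 in GH plus phenformin and 537 in 2DG plus phenformin, 87, 187, 93 and 121 for GH plus phenformin against GH, phenformin, 2DG plus phenformin and 2DG, 127 and 548 for 2DG plus phenformin against 2DG and phenformin, and 44 and 67 for the interactions of GH and 2DG. An FPKM of at least 1 in every library gave 33 in 2DG, 111 in 2DG plus phenformin and 22 for the latter against 2DG. Without DMSO C and GH plus phenformin A they were 163 in 2DG, 138 in GH plus phenformin, 186 for GH plus phenformin and 252 for 2DG plus phenformin against phenformin, and 40 shared by the treatments. The GC slope as a covariate gave 84 for 2DG plus phenformin against phenformin. At the Benjamini-Hochberg threshold and any fold 2291 genes were shared by the treatments.

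Genes that rose or fell in GH, 717, became 1850 with the GC and length correction, 1841 with voom and that correction, 2536 with the GC slope as a covariate, 84 with only the compared groups and 2203 without DMSO C and GH plus phenformin A. In phenformin, 66 became 394, 364, 565 and 1 in the first 4 of these, and 40 with quantile normalization. In 2DG the GC slope gave 2968, and in GH plus phenformin only the compared groups gave 655 and the model without DMSO C and GH plus phenformin A 7726. The ratio of distances between and within groups, 1.42, and the share of the first principal component, 58.0%, were 1.62 and 69.3% on log2(FPKM + 1), 1.26 and 49.3% over the 500 most variable genes, and 1.34 and 35.8% after the GC and length correction. With an estimated correlation 17 of the 56 called list tests were called.

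Leaving out 1 library at a time gave these ranges of called genes: 10 to 13 in GH, 1 to 1 in phenformin, 40 to 64 in 2DG, 59 to 83 in GH plus phenformin, 147 to 187 in 2DG plus phenformin, 16 to 27 and 39 to 66 for GH plus phenformin against GH and phenformin, 31 to 35 and 129 to 141 for 2DG plus phenformin against 2DG and phenformin, 27 to 33 and 31 to 35 for GH plus phenformin against 2DG plus phenformin and 2DG, and 12 to 23 and 21 to 30 for the interactions of GH and 2DG. Genes that rose or fell ranged from 357 (without GH C) to 770 (without DMSO C) in GH, from 16 (without DMSO B) to 47 in phenformin, from 3744 (without DMSO A) to 7547 (without DMSO C) in 2DG, from 2103 (without GH plus phenformin C) to 6801 (without GH plus phenformin A) in GH plus phenformin and from 4208 (without DMSO A) to 7552 (without DMSO C) in 2DG plus phenformin. The ratio of distances ranged from 1.37 to 1.53 and the first component from 55.9% to 59.8%.

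The letters of the replicates do not pair the libraries by any source used here, and deviations from the group means correlated at 0.185 on average between libraries of one letter (from -0.434 to 0.592, over 0.1 in 29 of 45 pairs), with 12 of 18 libraries correlating best with their own letter, and the GC slope was lower in A than in C in all 6 groups. With the letter as a block 8 genes were higher and 4 lower in GH, 19 and 22 for GH plus phenformin against 2DG, 127 genes rose or fell in phenformin and 5304 in GH plus phenformin, and the ratio of distances was 1.63. The block with the GC and length correction gave 2056 in GH, 533 in phenformin and 5093 in GH plus phenformin.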

Differences from the paper's values

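All alternatives named here were set before the data were examined unless stated otherwise. All counts are at the paper's thresholds of fold, Bonferroni p and FPKM unless another is named, with the FPKM minimum met in any of the 6 groups. The paper's calls came from the differential expression tool of CLC Genomics Workbench, and those here from limma on log2(FPKM + 0.1). How much this difference of test contributes was not tested. In simulated data with no GC trend limma recovered 44.8% of the genes changed 2-fold at these thresholds, and 100% of those changed 4-fold. A change of 2-fold is just the fold that a call requires, so the 44.8% follows largely from that cutoff. It does not measure how many real changes limma misses. The paper reports 1 gene upregulated by phenformin, and here 0 were (limma). A fold of at least 1.5 gave 1 gene, and every other alternative gave 0, the added ones included. The paper's gene, POC1B-GALNT4, had a log2 fold change of 2.32 but an adjusted p of 0.34. The paper reports 390 genes upregulated by 2DG, and here 32 were. The Benjamini-Hochberg in place of the Bonferroni threshold gave 537, the 1 alternative within 1.5 times of the paper's number, and under the others it lay between 19 and 83. Without DMSO C and GH plus phenformin A, chosen after the values were seen, it was 142. All 390 genes of the paper's Table S1 were higher here at an adjusted p under 0.05, 363 of them at a fold of at least 2, and 31 of the 32 called here were among them.

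The paper reports 191 genes upregulated by 2DG plus phenformin, and here 56 were, all of them among the paper's. The alternatives gave 40 to 107, and 359 with the Benjamini-Hochberg threshold, all more than 1.5 times from the paper's number. All 191 rose here at an adjusted p under 0.05, with 163 at a fold of at least 2, or 182 and 63 after the GC and length correction. The first principal component holds about 32% of the variance in Fig. 7A, read by eye, and held 58.0% here. It was 69.3% on log2(FPKM + 1), 49.3% over the 500 most variable genes and 57.4% with the replicate block removed. After the GC and length correction, chosen for this measure after the values were seen, it was 35.8%, which is within 1.5 times of the paper's, and of the 390 genes that the paper lists as raised by 2DG 324 rose after that correction, 47 of them at a fold of at least 2.

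HSPA6, HSPA1A and HSPA1B, which the paper's Table S1 lists as raised by GH plus phenformin, were not called here at its thresholds, though they rose (adjusted p = 2.6e-04, 0.0024 and 2.0e-04). The paper states that phenformin alone did not affect ARRDC4, whose log2 fold change in phenformin was -0.79 here (standard error 0.067, adjusted p = 4.3e-05), short of a fold of 2. It states that GH plus phenformin deepened the fall of TXNIP seen in phenformin. Here TXNIP was lower in the combination than in phenformin alone, at a difference of -3.74 in the direction the paper states, but higher than in GH alone, at 1.24 (adjusted p = 2.4e-10). It states that the samples of each group clustered together. Here libraries of GH, phenformin, 2DG and 2DG plus phenformin lay 34.8, 33.5, 31.7 and 33.2 log2 units apart on average within their groups, closer than to any other group, but the DMSO libraries lay 42.4 apart against 38.9 between DMSO and phenformin, and those of GH plus phenformin 47.9 apart against 46.9 between GH plus phenformin and 2DG and 44.15 between the combinations. After the GC and length correction, chosen for distances after the data were seen, GH plus phenformin lay 35.45 apart within its group. That was closer than to any other group, the nearest being 2DG plus phenformin at 37.78. The DMSO libraries then lay 33.69 apart against 33.42 between DMSO and phenformin.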

Other observations

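GH raised genes of cholesterol synthesis. Of 28 targets of SREBP, 5 rose and 0 fell (6 and 0 when adjusted over the list alone, 15 and 1 after the GC and length correction), and the list stood above the other genes (camera adjusted p = 2.2e-07, or 0.0079 with an estimated correlation, and 1.2e-09 and 0.0034 after the correction). INSIG1 went from an FPKM of 122 ± 3.54 to 154 ± 7.79 (SD, n = 3) and STARD4, which carries cholesterol between membranes, from 9.17 ± 0.544 to 12.2 ± 0.862, log2 fold changes of 0.33 (standard error 0.044, adjusted p = 4.8e-04) and 0.41 (standard error 0.080, adjusted p = 0.0068). Inflammatory genes rose in the combinations. Of 15 cytokines and targets of NF-kB, 10 rose and 0 fell (10 and 0 when adjusted over the list alone, 9 and 1 after the GC and length correction) in 2DG plus phenformin (camera adjusted p = 5.9e-05, or 0.038 with an estimated correlation, and 0.0042 and 0.032 after the correction) and 7 rose and 0 fell (10 and 0 when adjusted over the list alone, 10 and 1 after the GC and length correction) in GH plus phenformin (camera adjusted p = 5.3e-05, or 0.038 with an estimated correlation, and 0.0064 and 0.038 after the correction). The chemokine gene CXCL8 went from 0.451 ± 0.193 to 2.27 ± 0.299 in 2DG plus phenformin and CCL2 from 2.41 ± 0.330 to 6.30 ± 0.154, while the cytokine gene IL6 was at 0.817 ± 0.0900 in DMSO and 1.83 ± 0.126 in GH plus phenformin. In 2DG 4 rose and 2 fell (4 and 2 when adjusted over the list alone, 3 and 2 after the GC and length correction) (camera adjusted p = 0.046, or 0.22 with an estimated correlation, and 0.61 and 0.66 after the correction), a call that was also lost without DMSO B (0.075), DMSO C (0.069), 2DG A (0.061) and GH plus phenformin A (0.062), and at 0.050 without 2DG plus phenformin A. Genes of metal binding were higher in 2DG plus phenformin, where all 5 metallothionein and zinc exporter genes tested rose, also when adjusted over the list alone (camera adjusted p = 0.0012, or 0.094 with an estimated correlation, and 0.0034 and 0.068 after the GC and length correction). MT2A went from 41.5 ± 10.5 to 117 ± 21.0, and its fragments can be shared with the other metallothioneins.

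Targets of NRF2, which drives antioxidant enzymes, were lower in phenformin, where of 23 0 rose and 3 fell (0 and 6 when adjusted over the list alone, 0 and 5 after the GC and length correction) (camera adjusted p = 4.8e-07, or 0.015 with an estimated correlation, and 1.0e-05 and 0.017 after the correction). The aldo-keto reductase genes AKR1B10 and AKR1C1 changed by -0.32 (standard error 0.055, adjusted p = 0.019) and -0.28 (standard error 0.044, adjusted p = 0.012), and fragments of AKR1C1 can be shared with its paralogs. The list was also below the other genes in GH, with 0 up and 5 down (camera adjusted p = 0.024), in 2DG, with 6 and 15 (0.026), and in GH plus phenformin, with 1 and 9 (0.023), calls that were lost with an estimated correlation (adjusted p = 0.20 each), after the GC and length correction (0.27, 0.11 and 0.17) and without DMSO C (0.069, 0.064 and 0.060). The call in GH was also lost without GH A (0.056), and those in 2DG and GH plus phenformin without GH plus phenformin A (0.060 and 0.14). Host genes of snoRNAs fell in GH and rose in 2DG plus phenformin. Of 10, 0 rose and 4 fell (0 and 4 when adjusted over the list alone, 0 and 4 after the GC and length correction) in GH (camera adjusted p = 3.8e-05, or 0.042 with an estimated correlation, and 3.0e-04 and 0.029 after the correction) and 6 rose and 1 fell (6 and 1 when adjusted over the list alone, 5 and 1 after the GC and length correction) in 2DG plus phenformin (camera adjusted p = 0.0043, or 0.12 with an estimated correlation, and 0.050 and 0.20 after the correction). SNHG12 was at 5.97 ± 0.224 in DMSO, 4.47 ± 0.296 in GH and 10.7 ± 0.816 in 2DG plus phenformin. Of 79 genes of cytosolic ribosomal proteins, 51 rose and 2 fell (52 and 2 when adjusted over the list alone, 72 and 1 after the GC and length correction) in 2DG plus phenformin (camera adjusted p = 1.4e-08, or 0.12 with an estimated correlation, and 3.6e-14 and 0.13 after the correction), 40 rose and 9 fell (41 and 11 when adjusted over the list alone, 58 and 3 after the GC and length correction) in 2DG (camera adjusted p = 0.0029, or 0.41 with an estimated correlation, and 4.3e-09 and 0.20 after the correction) and 14 rose and 2 fell (1 and 1 when adjusted over the list alone, 60 and 1 after the GC and length correction) in GH plus phenformin (camera adjusted p = 1.2e-04, or 0.26 with an estimated correlation, and 4.4e-10 and 0.19 after the correction). RPL22L1 went from 12.0 ± 1.42 to 17.2 ± 0.368 in 2DG plus phenformin. Of 19 targets of p53, 5 rose and 8 fell in GH plus phenformin (camera adjusted p = 0.66, 5 and 8 when adjusted over the list alone), with the growth-arrest gene BTG2 at -1.49 (adjusted p = 8.6e-05) and PMAIP1, a BH3-only gene, at 1.07 (adjusted p = 9.9e-07). Targets of the integrated stress response in 2DG plus phenformin, of which 12 rose and 8 fell (12 and 8 when adjusted over the list alone, 14 and 10 after the GC and length correction), were called (camera adjusted p = 0.0027, or 0.24 with an estimated correlation, and 0.12 and 0.18 after the correction).

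The transcript of MYC changed by 1.37 (standard error 0.096, adjusted p = 1.6e-07) in GH plus phenformin and 1.54 (standard error 0.096, adjusted p = 2.0e-08) in 2DG plus phenformin, while the paper shows less c-Myc protein under the combinations. It rose in 2DG too (0.75, adjusted p = 5.1e-05), where the paper's Table 2 shows less protein, and did not pass the test in GH (adjusted p = 0.18) or phenformin (0.56), where its Table 1 shows more. For phenformin, however, its Table 2 shows no significant difference. Of 17 genes of ERK feedback and output, 14 rose and 1 fell in 2DG plus phenformin, where the paper shows less phosphorylated ERK, while 13 rose and 0 fell in GH plus phenformin and 6 rose and 3 fell in GH, where it shows more. In phenformin 3 rose and 0 fell, where the paper's Table 3 shows less, and in 2DG 10 rose and 1 fell, where that table shows no significant difference. This comparison of RNA and protein was made after the values were seen, they were not measured in the same samples, and the link between them was not tested. After the GC and length correction HSPA6 was lower than in DMSO in 2DG (-0.72) and in 2DG plus phenformin (-1.03).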
